# The retinoic acid response is a minor component of the cardiac phenotype in H9c2 myoblast differentiation

**DOI:** 10.1186/s12864-023-09512-0

**Published:** 2023-08-02

**Authors:** Carlos Campero-Basaldua, Jessica Herrera-Gamboa, Judith Bernal-Ramírez, Silvia Lopez-Moran, Luis-Alberto Luévano-Martínez, Hugo Alves-Figueiredo, Guillermo Guerrero, Gerardo García-Rivas, Víctor Treviño

**Keywords:** H9c2 cell line, Myoblast, Myotube, Transcriptomic, Epigenomic

## Abstract

The H9c2 myoblast cell line, isolated from the left ventricular tissue of rat, is currently used in vitro as a mimetic for skeletal and cardiac muscle due to its biochemical, morphological, and electrical/hormonal signaling properties. During culture, H9c2 cells acquire a myotube phenotype, where a critical component is the inclusion of retinoic acid (RA). The results from some authors on H9c2 suggested that thousands of genes respond to RA stimuli, while others report hundreds of genes responding to RA over different cell types. In this article, using a more appropriate experimental design, we first confirm the H9c2 cardiac phenotype with and without RA and report transcriptomic and physiological changes regarding calcium handling, bioenergetics, and other biological concepts. Interestingly, of the 2360 genes showing a transcriptional change, 622 genes were statistically associated with the RA response. Of these genes, only 305 were RA-specific, and the rest also showed a culture-time component. Thus, the major expression changes (from 74 to 87%) were indeed due to culture conditions over time. Unexpectedly, only a few components of the retinol pathway in KEGG responded to RA. Our results show the role of RA in the H9c2 cultures impacting the interpretation using H9c2 as an in vitro model.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09512-0.

## Introduction

The H9c2 myoblast cell line, isolated from the left ventricular tissue of Rat, is currently used in vitro as a mimetic for skeletal and cardiac muscle due to its biochemical, morphological, and electrical/hormonal signaling properties [1–3]. In this stage, cells are still not fully differentiated into adult cardiomyocytes but are already predestinated, leading to the appearance of several cardiomyocyte-specific markers [2, 3]. An essential feature of this embryonic cell line is its ability to differentiate from mono-nucleated myoblasts to myotubes when the H9c2 cells were cultured in a low serum concentration media [2–4]. During the differentiation process, cells obtain mainly a skeletal muscle phenotype, as evidenced by cell type-specific differentiation markers [5]. Furthermore, different authors demonstrated that the addition of all-trans retinoic acid (RA) to a 1% serum media induces a predominant presence of cells presenting an adult cardiac muscle phenotype, characterized by the overexpression of the alpha-1 subunit of L-type calcium channels [5], cardiac proteins as troponin I, troponin T, calsequestrin, and different mitochondrial proteins [1]. It has been shown that H9c2 cells do not present contractile activity, even when differentiated [1, 2, 4]. However, rat H9c2 cells were isolated from the left ventricle and, compared with isolated neonatal cardiomyocytes, they responded similarly to several stimuli, including the development of hypertrophic responses [6, 7]. Nevertheless, most studies in the last years have been performed using undifferentiated H9c2 myoblasts cells, raising questions on the importance and relevance of the different results obtained compared with cardiomyocytes [1]. Moreover, murine studies have shown that around 350 DNA loci respond to RA in a particular cell and more than 700 over different cell types [8]. These contrast with the results that between 3400 and 5100 genes were found differentially expressed in H9c2 during the RA stimuli [1, 9].

It has been known that retinoic acid (RA) is derived from liposoluble vitamin A (retinol), and its action was elucidated as an acidic metabolite that acts as a ligand for transcription factors of the nuclear retinoic acid receptor (RAR), switching them from potential repressors to transcriptional activators [10]. RA also improves the generation of oocyte-like cells (OLCs) from mouse skin-derived somatic stem cells and its ability as a co-activator of different nuclear transcriptional activators [11]. Moreover, several cardiac markers, such as troponins I and T, have been mainly linked to the RA response [1]. Although some efforts have been made to characterize the H9c2 molecular state [1, 9], their estimation of response genes is not fully explained by RA [8]. Thus, no specific experimental design and molecular characterization have shown the detailed components involved in the H9c2 cardiac phenotype, particularly in response to RA.

In the present work, we studied the H9c2 after 1% serum with and without RA for 14 days. We first confirm the phenotype described in previous studies and then demonstrate that the overall transcriptional response during H9c2 differentiation of myoblast to myotube cells as a cardiac phenotype is mainly due to culture time rather than to RA. Our results suggest that cells are indeed predestinated to cardiac phenotype and provide information on the precise response to RA stimuli. These data will help disentangle the contribution of RA and time, impacting the interpretation of past and future results.

## Material and methods

### Cell culture

The H9c2 cell line obtained from ATCC (Manassas, VA, USA) was cultured in Dulbecco’s modified Eagle’s medium (DMEM) (SIGMA), supplemented with 3.7 g/L sodium bicarbonate (SIGMA S5761), 10% fetal bovine serum (FBS), 100 U/ml penicillin, and 100 μg/ml streptomycin in 75 cm^2^ tissue culture flasks at 37 °C in a humidified atmosphere of 5% CO2. Cells were fed every 2–3 days and subcultured when reaching 70–80% confluence to prevent the loss of the differentiation potential. Cell differentiation was initiated by H9c2 cells at a density of 35,000 cells/ml in 25 cm^2^ tissue culture flasks for 24 h for cell attachment. Then, decreasing FBS from 10 to 1% in the media, followed by Retinoic Acid (RA) supplementation [1, 5]. The RA (1 μM) addition was performed daily in dark conditions for 14 days. All-trans-RA was prepared in DMSO and stored at -20 °C in dark conditions to avoid degradation [1]. For Ca2+ signaling experiments, cells were plated in 6-well plates with coverslips at a density of 15,000 cells/ 400 µL. Cells were incubated at 37 °C for 30 min, afterward added 600 µL of DMEM supplemented with 10% FBS. After 24 h, FBS was decreased to 1% and treated with 1 μM daily for 7 or 14 days, as previously stated.

### Calcium signaling in H9c2 cells

H9c2 cells were grown on a coverslip glass, and differentiation conditions were initiated 24 h after being seeded. Prior to loading with fluorescent dyes, the cells were preincubated for 3 min in Tyrode solution (120 mM NaCl; 5 mM KCl; 0.4 mM NaH2PO4; 0.5 mM MgCl2; 25 mM HEPES; 1 mM CaCl2; 0.5 mM glucose, pH 7.4) and loaded with 10 µM Fluo-4 for 45 min at 37 °C in dark conditions. Afterward, coverslips were rinsed with fluorophore-free Tyrode and mounted in a perfusion chamber. Ca2+ transients were evoked by perfusion of caffeine (20 mM, 58-08-2) followed by perfusion of vasopressin (100 nM, V9879) [12]. Fluorescent images were acquired using a Leica TCS SP5 II epifluorescence confocal microscope (Leica Microsystems, Wetzlar Germany), using a 40× oil immersion objective, and analyzed by ImageJ software (http://imagej.nih.gov/ij/, NIH, Bethesda, MD, USA). Fluorescence data is shown as ΔF/F0, where F0 is the average fluorescence intensity before caffeine perfusion.

### Oxygen consumption and mitochondrial mass

At the indicated times, cells were detached, washed in PBS, and manually counted in a hemocytometer. Cells were suspended in respiration buffer (110 mM sucrose, 10 mM KH2PO4, 3 mM MgCl2, 0.5 mM EGTA, 60 mM Potassium gluconate, 20 mM HEPES pH 7.4). Cells were diluted inside at a final concentration of 5 × 104 cells/mL inside the chambers of an Oroboros High-Resolution oxygraph (Innsbruck, Austria). Once the basal lecture stabilized, digitonin (5 µg/mL) was added to permeabilize the cells. Succinate (20 mM) / rotenone (0.5 µM) were added as respiratory substrates. After the basal respiration stabilizes, 3 µM antimycin A was added to obtain non-mitochondrial respiration. Cytochrome c oxidase (Cox) activity was measured polarographically in permeabilized cells inhibited with antimycin (3 µM). Ascorbate (2 mM) and TMPD (100 µM) were used as Cox substrates. At the end of the experiment, 50 µM potassium cyanide was included to obtain the non-specific reduction of TMPD. Citrate synthase activity was measured in total homogenates, as reported [13]. The total protein in homogenates was determined by the Lowry method.

### Total RNA extraction

The collection of total RNA extracts was performed following the TRIzol™ reagent protocol instructions (Invitrogen). Add 0.3–0.4 mL of TRIzol™ reagent per 1 × 10^5^–10^7^ cells directly to the culture dish to lyse the cells. The suspension was homogenized, pipetting the lysate up and down several times and incubating for 5 min at room temperature to permit the complete dissociation of the nucleoproteins complex. After this time, 0.2 mL of chloroform was added per 1 mL of TRIzol™ reagent used for lysis and incubated for 3 min on ice. Samples were centrifuged for 15 min at 12,000 × *g* at 4 °C, and the aqueous phase that contained the RNA was transferred to a new tube. For the RNA precipitation, we added 0.5 mL of isopropanol to the aqueous phase per 1 mL of TRIzol™ reagent used for lysis, and the sample was incubated for 10 min on ice. The samples were then centrifuged for 10 min at 12,000 × *g* at 4 °C. The supernatant was discarded, and the pellet was resuspended in 1 mL of 75% ethanol per 1 mL of TRIzol™ reagent used for lysis. The sample was vortexed for 5 s and immediately centrifuged for 5 min at 7500 × *g* at 4 °C; the supernatant was discarded, and the RNA pellet was dried for 10 min on ice. Pellet was resuspended in 50 µL of RNase-free water. Total RNA was quantified using a UV analysis Synergy™ HT Multi-Detection Microplate Reader (Biotek Instruments). To examine RNA integrity and DNA contamination, 0.5 μg of RNA was electrophoretically separated in an agarose gel. Samples were then saved at -80 °C.

### RT-q-PCR assay

RNA was obtained from cells grown in 25 cm^2^ tissue culture flasks at 0, 7, and 14 days under differentiation conditions (1% FBS + RA) and cells grown at the same times/days in non-differentiation conditions (1% FBS) (as control). Cells were treated directly with TRIzol™ Reagent (INVITROGEN); cDNA synthesis was performed using the SensiFast cDNA synthesis kit (BIOLINE). For gene expression profile, we designed oligonucleotides (Fw. 5ʹ AGC TCA AAT TCA CTG CCA AGC 3ʹ and Rv. 5ʹ ACA ATG TCT GTG GCC ACG TT 3ʹ) to amplify Ca^+2^ Channel L-type α1c (Cacna1c); (Fw. 5ʹ CCC ACC TCC TTG ACA TCG 3ʹ and Rv. 5ʹ CAG CCA ACA AGC CAA CAG 3ʹ) to amplify Ryanodine receptor-2 (RyR2); (Fw. 5ʹ GCA GTG CGT GTT TGT TGC TA 3ʹ and Rv. 5ʹ CAA TTT GGG GTT CTC ATG CTT G 3ʹ) to amplify Ca^+2^ Channel L-type α1s (Cacna1s); (Fw. 5ʹ TTCATC AGC CTT TCC CCA CC 3ʹ and Rv. 5ʹ CTC CAG ACA CCG AGT CCC TA 3ʹ) to amplify the transcriptional factor E2f1 and (Fw. 5ʹ ACC CAG AAG ACT GTG GAT GG 3ʹ and Rv. 5ʹ ACA CAT TGG GGG TAG GAA CA 3ʹ) to amplify (GAPDH) as control. qPCR reactions were performed using the SensiFast SyBR Lo-Rox Kit (BIOLINE), and the samples were running in a QuantStudio 3 real-time PCR system (THERMO FISHER) by following the next conditions: 95 °C-30 s, 61 °C-30 s and 72 °C-1 min × 40 Cycles.

### Western blot assay

H9c2 cells were trypsinized and centrifuged for 5 min at 700 × g, and the pellet was washed with cold PBS. Cells were lysed by resuspension in RIPA buffer containing sodium orthovanadate, a phosphatase inhibitor, supplemented with 2 mM DTT, 100 μM PMSF, and a protease inhibitor cocktail. Extracts were sonicated at 60% amplitude 1 pulse of 15 s followed by 1 min on ice × 3 times and stored at -80 °C until used. Protein contents were determined by the Lowry and Bradford method [14, 15] using bovine serum albumin as standard. After denaturation for 5 min at 95 °C in Laemmli buffer 1× supplemented with β-mercaptoethanol, 25 µg of protein of each sample was separated by electrophoresis in 10% or 12% SDS-polyacrylamide gels (SDS-PAGE) and transferred to a polyvinylidene difluoride (PVDF) membrane. After blocking with 5% milk or BSA in PBST (50 mM Tris-HCl, pH 8; 154 mM NaCl and 0.1% tween 20) for 2 h at room temperature or overnight at 4 °C, membranes were incubated overnight at 4 °C with the specific antibodies: mouse monoclonal anti-Calcium channel L-Type (Cacna1a) (1:1,000), mouse monoclonal anti-Calcium channel skeletal-Type (Cacna1s) (1:1,000), the membranes were washed with PBST 1 × 10 min for 3 times and incubated at room temperature for 2 h with goat anti-mouse (1:5,000) secondary antibodies conjugated from Cell Signaling (Danvers, MA, USA). Membranes were incubated with SuperSignal™ West DuraExtended Duration Substrate detection reagent (Thermo Scientific) and imaged using the ChemiDoc XRS+ System imaging system (Bio-Rad). The density of different bands was calculated with Image J Software 1.50a (NIH, USA). Ponceau staining was used to confirm equal protein loading and to normalize the data, as the differentiation process can affect the number of housekeeping proteins, such as beta-actin. Original raw gel images are available in the supplementary information.

### Cell area and multinucleated cells analysis

The cellular area and counting of polynucleated cells following cell-differentiation protocol were performed in live cells by fluorescence using calcein-AM to stain against cell cytoplasm and DRAQ to stain nuclei. Briefly, live cells seeded in coverslips were washed with Tyrode 1x (120 mM NaCl; 5 mM KCl; 0.4 mM NaH2PO4; 0.5 mM MgCl2; 25 mM HEPES; 0.5 mM glucose, pH 7.4), and then incubated at 37 °C in a 5% CO2 and 95% air-humidified atmosphere for 30 min, with a 1 µM calcein (Invitrogen, MA, USA). Afterward, coverslips were mounted in a perifusion chamber, and immediately prior to acquiring fluorescent images, cells were incubated for 5 min with nuclei-staining probe Draq5™ (10 μM, Thermofisher Scientific, MA, USA). Fluorescent Images were acquired using a Leica TCS SP5 II epifluorescence confocal microscope (Leica Microsystems, Wetzlar Germany), using a 40× oil immersion objective. The fluorescence calcein was assessed using an Ar laser at 488 nm, and emission was acquired at 517 nm with a bandwidth of 20 nm; DRAQ5 was assessed using a He-Ne laser at 633 nm (excitation), and emission was acquired at 733 nm with a bandwidth of 66 nm. The area of positive Calcein fluorescence (surrogate of cell area), as well as the number of nuclei, was determined for each cell. Image analysis was performed using ImageJ software (1.50a; http://imagej.nih.gov/ij/, NIH, Bethesda, MD, USA).

### RNA-seq

35 × 10^3^ to 1 × 10^6^ of H9c2 cells were plated in 25 cm^2^ tissue culture flasks at 0, 7, and 14 days and induced to differentiation conditions as described above. Cells were treated directly with TRIzol™ Reagent (Invitrogen), and RNA was quantified with a Qubit RNA High Sensitivity assay kit (Thermo Fisher Scientific). Sequencing library preparation was carried out using cDNA synthesis for next-generation sequencing (NGS) performed by TruSeq Stranded mRNA Sample Preparation Kit (Illumina, San Diego, CA, USA). Paired-end sequencing (2 × 75 bp reads) was done by three biological replicates for each of the three points. Library sequencing was performed using a MiSeq Reagent Kit v3 in a MiSeq Sequencer (Illumina) following the manufacturer’s instructions.

### Quantification and statistical analysis

To process RNA-Seq data, we used the Galaxy platform (http://usegalaxy.org). Briefly, fastqz files were uploaded, QC cleaned, trimmed, mapped to rat genome using *HiSat2*, and gene counted by *FeatureCounts*. The counts are available in GEO at NCBI by the id GSE221596. Of the 32,883 annotated transcripts, 15,953 did not show any transcripts. Thus, only transcripts summing up more than 20 read counts among the 15 samples were considered. 

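The deposited count table holds 11574 genes, and the smallest sum over the 15 libraries was 21 counts, the next whole number above the minimum of 20. The median count of a gene in a library was 22. A count of at least 10 in every library was reached by 5931 genes (51.2%). The annotation deposited with the counts lists 11126 of the genes as protein-coding.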

Finally, 11,574 Ensembl annotated rat transcripts were used. A limma [16] model was used to identify culture time and RA statistically associated factors (expression ~ t7 + t14 + RA + b). The *p*-values for each factor were corrected by the false discovery rate [17]. The minimum q-value of the T7, T14, or RA was used to determine differential expression. Only q-values < 0.001 were considered resulting in 2360 genes. For the calcium signaling, the data process was performed using Microsoft Excel and GraphPad Prism 8.0. Data were considered statistically significant when *p* < 0.05. GraphPad Prism 8.0 software was used to generate graphs to present results. The area under the curve (AUC) was performed to analyze Ca2+ transients. One-way and Two-way ANOVA were used to determine changes between groups. Data were expressed as means ± SEM.

## Results

### Characterization and validation of the cardiac phenotype

Branco and others have used a 5 to 6 days H9c2 differentiation protocol using 1% serum and 1uM RA [1, 9]. Here we controlled for the variables time and RA treatment by analyzing cells in cultures with and without RA and extending both cultures to 14 days. First, we confirmed the elongated shape, partially multinucleated, and viability in 7 and 14 days (Fig. 1A). We noted an increase in bi-nucleated cells at 7 days of exposure to RA from 4 to 11% (Fig. 1B). Remarkably, at 14 days, cells with RA presented a 2-fold increase in the number of multinucleated cells when compared to control, but no differences in the number of mononucleated cells between both groups (Fig. 1B). Along with this, it was also observed that cell surface increased along culture time regardless of the use of RA (Fig. 1C). To characterize the cardiogenic phenotype, instead of Troponin I and T used by Branco et al., which will be detailed in further sections, we measured by qPCR the genes Serca2, RyR2, the cardiac-specific calcium channel type-L α1C, and the skeletal specific calcium channel type L α1S [18]. We observed a sustained relative increase in RyR2, Serca2, and cardiac Ca+ channel α1C under RA with time, while the skeletal Ca+ channel α1S increased in the absence of RA (Fig. 1D-F). In summary, we confirmed the differentiation of cells towards a cardiac myotube through analysis of the overall morphology and expression markers of H9c2 cells under RA treatment and highlighted differences relative to cells without the RA treatment at the same culture times.

**Fig. 1:**
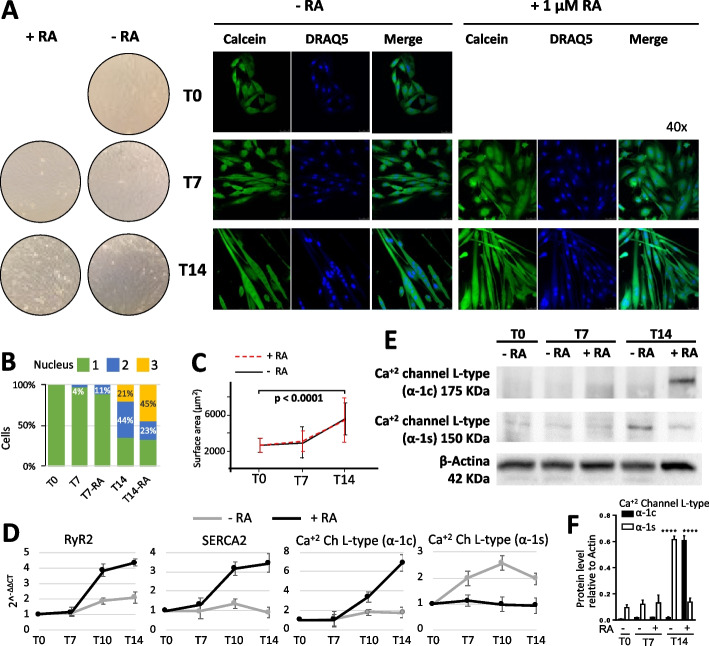
Morphological and molecular analysis. **A** H9c2 cellular morphology by bright-field microscopy (left) and H9c2 cells loaded with calcein (cytoplasm, green) and DRAQ5 (nuclei, blue) (right) with and without the presence of retinoic acid. **B** Percentage of cells with one, two, or 3 or more nuclei. **C** Pooled data of cell surface area. **D** Gene expression semi-quantification of selected proteins in calcium signaling by qPCR analysis. **E** Protein expression by Western blot of cardiac (a) and skeletal (s) subunits of L-type Ca2+ channel, b-actin used as the loading control. **F** Semi-quantification plot of the expression of cardiac (α-1c) and skeletal (α-1s) subunits of L-type Ca2+ channel assessed by Western Blotting. In all panels, T0 refers to 24 h after seeding, T7 to 7 days after seeding, and T14 to 14 days after seeding. *N* = 3 for **B**, **C**, **D**, **E**, and **F**; 450 cells analyzed for each experiment in **B** and **C**. Data shown as avg ± sem. Statistics: two-way ANOVA, ****, *p* < 0.0001 +RA: with retinoic acid; -RA: without retinoic acid

### RA treatment influences functional cardiac responses

We performed a functional analysis of calcium handling and cellular respiration in both control and RA-treated groups over time. To assess the calcium dynamics, Ca^2+^ release was induced using caffeine or vasopressin to stimulate RyR or IP3 receptor (IP3R) opening, respectively. Despite treatments, all groups maintained their responsiveness to vasopressin (T0: 100%, T7: 99.2%, T14: 100%, T7 + RA: 98.1%, T14 + RA: 100%) (Fig. 2A). While vasopressin-induced transient amplitude remained unchanged in the control group (T0: 5.10 ΔF/F0, T7: 5.82 ΔF/F0, T14: 6.29 ΔF/F0), treatment with RA showed a mild decrease (T0: 5.10 ΔF/F0, T7 + RA: 3.12 ΔF/F0, T14 + RA: 3.39 ΔF/F0), with important differences among treatments, indicating a loss of IP3R activity (Fig. 2B). Regarding caffeine responsiveness, 24 h after seeding, no cell responded to caffeine perfusion; however, over time, the control group increased the percentage of cells’ responsiveness to caffeine (T7: 28%, T14: 44%, Fig. 2D), indicating an increase in the presence and function of RyR. The RA-treated group showed a peak in caffeine responsiveness on day 7 (36%) that, importantly, decreased on day 14 (19%, Fig. 2D). Caffeine-transient amplitude was similar in all groups (T7: 1.82 ΔF/F0, T7 + RA: 1.77 ΔF/F0, T14: 1.9 ΔF/F0) with a slight decrease at day 14 under RA (T14 + RA: 1.37 ΔF/F0) (Fig. 2E). The caffeine-vasopressin amplitude ratio in the control group showed an increase on day 7, that is maintained on day 14 (T7: 0.34, T14: 0.35); while RA treatment showed a clear increase on day 7, suggesting an increase in Ca^2+^ handling by RyR (T0: 0, T7 + RA: 0.60); however, on day 14 this ratio decays showing no difference between groups (T14 + RA: 0.43, Fig. 2F). This data suggest that time differentiates cells in a more consistent way, while RA treatment causes rapid cell degradation, being culture time the main component for a cardiac-like phenotype differentiation in H9c2 myoblast. On the other hand, cellular respiration increases independently of the treatment with RA. However, a higher but transient increase in oxygen consumption was observed after 7 days in RA-treated cells. This same trend was observed with the activity of Cox, the terminal enzyme of the respiratory chain. Interestingly, this increase was not parallel with the activity of citrate synthase, an established marker of mitochondrial mass. This result rules out the effect of RA on mitochondrial biogenesis. Moreover, this result indicates that differentiation time, and not RA per se, is the causal agent of this transient increase in respiratory activity.

**Fig. 2:**
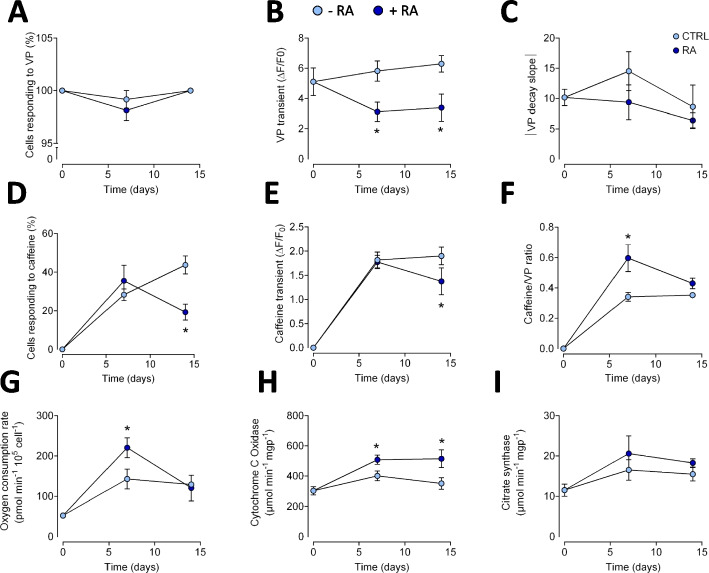
Intracellular Ca^2+^ dynamics and metabolism in H9c2 under RA and control H9c2 cells. **A** Percentage of responsive cells to vasopressin. Pooled data of vasopressin-induced transient amplitude (**B**) and the absolute transient decay slope (**C**). **D** Percentage of responsive cells to caffeine. **E** Pooled data of caffeine-induced transient amplitude. **F** Pooled data of the ratio between caffeine- and vasopressin-induced transient amplitude. **G** Mitochondrial oxygen consumption rate in permeabilized cells stimulated with succinate and rotenone. **H** Cytochrome *c* oxidase activity measured polarographically in permeabilized cells. **I** Mitochondrial mass was determined by the activity of citrate synthase in cell homogenates. +RA: with retinoic acid; -RA: without retinoic acid; In all panels, T0 refers to 24 h after seeding, T7 to 7 days after seeding, and T14 to 14 days after seeding. *N* = 4–7 for **A**-**F**, 30 cells analyzed in each experiment. *N* = 3 for **G**-**I**, 350 000 cells analyzed in each experiment. Statistics: two-way ANOVA analysis. * *p* < 0.05 vs. its respective time control

### Transcriptional response of H9c2 cells over time and RA during differentiation

To generate a panorama of the main components involved in the differentiation process and to provide details of the changes, we performed a transcriptomic analysis using RNA-Seq in three biological replicates of H9c2 cells with or without RA for 14 days. 

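H9c2 is a myoblast line derived from embryonic rat heart, and RA here is all-trans retinoic acid, a vitamin A derivative that acts through nuclear receptors. Stranded mRNA libraries of 15 cultures were sequenced, with 3 cultures in each of 5 groups. The groups were T0, T7-RA, T14-RA, T7+RA and T14+RA, where the number is the day of harvest and the sign gives the presence of RA in the medium. The authors trimmed the reads, mapped them to the rat genome with HISAT2, counted them on genes with featureCounts, and deposited raw counts per gene and library for the genes past their filter. The paper's text does not name the genome build, the annotation release or whether the counting used strand, so genes that overlap on opposite strands or share sequence with a close relative carry an uncertainty that cannot be removed from the counts. Counts per library ranged from 508397 to 768431 at T0 (median 552209), from 666344 to 825712 in T7-RA (median 727149) and from 551209 to 823546 in T14-RA (median 577002). With RA, they ranged from 585103 to 742925 at T7 (median 695966) and from 544558 to 1030820 at T14 (median 635057).

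The counts were scaled by the TMM method and fitted in edgeR with robust quasi-likelihood dispersions to a model with T7, T14 and RA terms, as in the paper's formula, and p-values were adjusted for each term by the Benjamini-Hochberg method. In this additive model the T7 and T14 terms are changes against T0 adjusted for RA, and the RA term is the mean change with RA over both days. A second model with a mean for each group gave the RA change at each day and the difference between the days. CPM values below are counts scaled by edgeR to a common library size with TMM factors, given as means ± SD over 3 cultures. Fold changes are on the log2 scale. SE is an approximate standard error, the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. On simulated counts with the means and library sizes of these samples, the RA term recovered 107 of 200 genes changed by 1 on the log2 scale (53.5%) with 2 false calls among 10974 unchanged genes. Recovery was 94.6% for the 92 changed genes at or above the median mean count and 18.5% for the 108 below it, so a missing call in a gene with few counts says little at this depth. The typical variation between cultures beyond counting noise, the biological coefficient of variation, was 9.81%. Every pair of replicate libraries differed by more than sampling noise, with a chi-square per gene of 1.08 or above.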

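Principal components were computed from log2 CPM with a prior count of 2, each gene centred and scaled to unit variance. PC1 held 27.9% of the variance and PC2 held 11.9%. The PC1 score was −101 ± 13.6 (SD, n = 3) at T0, −0.734 ± 5.42 in T7-RA and 36.6 ± 2.35 in T14-RA, and with RA it was 7.25 ± 5.61 at T7 and 57.7 ± 4.02 at T14. The PC2 score was 0.310 ± 1.42 at T0, −22.3 ± 1.16 in T7-RA and −53.3 ± 4.87 in T14-RA, and 47.6 ± 3.83 in T7+RA and 27.7 ± 4.24 in T14+RA. On PC1 the time points were further apart than the SDs of their groups, and on PC2 the +RA cultures were further from the -RA cultures of the same day than those SDs. By the same measure PC1 also parted T14+RA from T14-RA, and PC2 also parted the days with and without RA. Neither component therefore held time or RA alone. With genes centred but not scaled, PC1 held 35.4% and PC2 15.2% of the variance.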

After normalization, a principal component analysis showed that, overall, the top two main components correspond to time (PC1) and RA treatment (PC2), explaining 27.6% and 11.3% of the variance, respectively (Fig. 3A). This result suggests that culture time is the major component of the differentiation process. 

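PC3 held 9.69% of the variance and PC4 held 8.87%. Across the 15 analyses that each left out 1 library, PC1 stayed between 25.6% and 29.1% and PC2 between 11.5% and 13.5%.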

We then used a linear multifactorial model (limma, see Materials and methods) to consider time and RA treatment and used coefficient-specific *p*-values adjusted for multiple tests as selection criteria (q < 0.001). 

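With an adjusted p-value under 0.001 for at least 1 of the T7, T14 and RA terms in edgeR's quasi-likelihood test, 2456 of the 11574 genes differed in expression. A threshold of 0.05 moved this number most, to 5072 genes. Across the fits that each left out 1 library, it was between 2013 and 2470.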

We found 2,360 unique genes changing their expression relative to the baseline at time 0. Most of the genes changed on day 14 (1974), while 929 genes were detected on day 7, and 622 were affected by RA irrespective of time (Fig. 3B). 

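At an edgeR adjusted p-value under 0.001, T14 was associated with 2004 genes, of which 980 rose and 1024 fell, with a median absolute log2 fold change of 1.18. T7 was associated with 1010 genes (496 up and 514 down, median absolute change 1.00), and RA with 740 genes (385 up and 355 down, median absolute change 0.929). With library size only as the scaling, under which the median log2 change of all genes was 0.13 at T7 and 0.15 at T14, the split was 1221 up and 844 down for T14 and 648 up and 358 down for T7. The replicate numbers were also added to the model as a block, which gave 2088 genes for T14, 1083 for T7 and 797 for RA. Deviations from the group means had a mean correlation of 0.018 between cultures with the same number and −0.009 between cultures with different numbers. The second value follows from the first, because the deviations cancel within a group.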

Because many genes show significance to both factors, we used the lowest *p*-value to determine the most influential factor. Correspondingly, 1695 genes on day 14 (71.8%) and 225 genes on day 7 (9.5%) matched time as their more critical contributor, whereas only 440 genes (18.6%) were more assertively associated with RA. 

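Among the genes changed in edgeR's test, the lowest p-value belonged to T14 in 1699 genes (69.2%), to T7 in 245 genes (9.98%) and to RA in 512 genes. When the strongest factor was taken as the largest absolute log2 fold change, the share assigned to RA was 17.7%, the lowest of all alternatives. Without T0 replicate 1 it was 28.5%, the highest.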

We used the main factor and the sign of the change to group genes in clusters (from cluster *a* to cluster *f* in Fig. 4) and analyzed their gene expression patterns and functional properties (Fig. 4). 

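The 512 genes led by RA were split into 295 that rose (cluster a) and 217 that fell (cluster b). The ratio of the RA change at day 7 to the RA change at day 14 had a median of 0.935 in cluster a (interquartile range 0.653 to 1.28) and 0.857 in cluster b (0.623 to 1.1). The T14 genes comprised 790 that rose (cluster c) and 909 that fell (cluster d), and the ratio of the change in T7-RA to the change in T14-RA was 0.646 (0.489 to 0.818) and 0.634 (0.477 to 0.782), respectively. For the 156 T7 genes that rose (cluster e) this ratio was 1.18 (1.04 to 1.39), and for the 89 that fell (cluster f) it was 1.22 (0.994 to 1.43). Genes were assigned to clusters from the same counts as the ratios.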

We first noted that genes whose strongest factor was RA (clusters* a* and *b*) and 7 days (clusters *e* and *f*) showed abrupt and sustained gene expression changes, while genes designated on day 14 showed gradual changes (clusters *c* and *d*). This result indicates that the RA response appears early and is persistent. 

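In the model with a mean for each group, 367 genes differed between T7+RA and T7-RA (216 up and 151 down) and 557 between T14+RA and T14-RA (285 up and 272 down) at an edgeR adjusted p-value under 0.001. Limma on quantile-normalized log2 counts lowered these numbers most, to 97 genes at day 7 and 157 at day 14. A threshold of 0.05 raised them most, to 858 and 1291. Of the genes called at day 7, 357 (97.3%) changed in the same direction at day 14, with a median ratio of the day 14 to the day 7 change of 0.823. Of those called at day 14, 529 (95.0%) changed in the same direction at day 7, with a median ratio of the day 7 to the day 14 change of 0.674. The difference between the RA changes at the 2 days was tested directly, and 86 genes passed an adjusted p-value of 0.05, 25 of which passed 0.001.

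**Figure D1:**
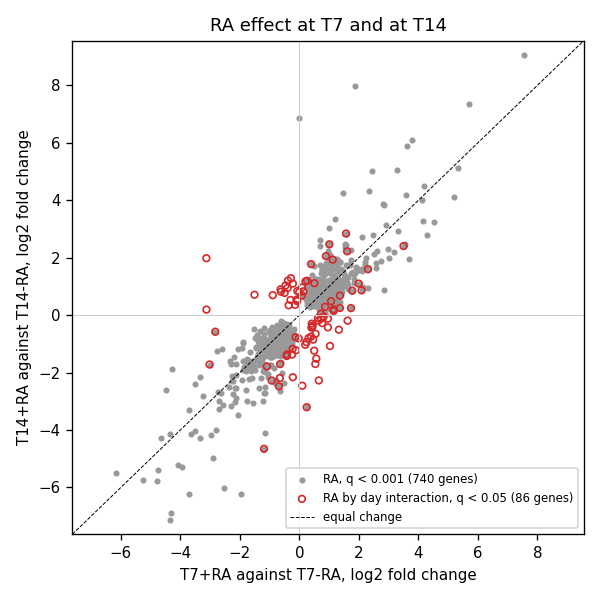
RA log2 fold change at day 7 (horizontal axis) and at day 14 (vertical axis). Grey points are the 740 genes associated with RA in the additive model, red circles are the 86 genes whose RA change differed between the days, and the dashed line marks equal changes.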

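T14 was the strongest factor, RA also passed an edgeR adjusted p-value of 0.001, and the RA change was opposite in sign to the T14 change in 145 genes. The log2 CPM of each gene was placed on a scale from 0 at the T0 culture to 1 at the T14-RA culture with the same replicate number. Each position therefore uses 3 libraries, and neither the labels nor the paper say that same-numbered cultures were grown together. The median position of the 145 genes was 0.621 ± 0.0413 (SD, n = 3 cultures) in T7-RA and 0.548 ± 0.0191 in T14+RA. In 131 genes (90.3%) the T14+RA mean was closer to T7-RA than to T14-RA, with median distances of 0.344 and 0.861 on the log2 scale. Because the genes were selected for opposite signs and for an adjusted p under 0.001 with RA, a T14+RA position below 1 follows from the selection, and so in part do its distance from 1 and the share of genes closer to T7-RA.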

A small subset of genes more associated with day 14 also show a minor contribution from the RA treatment (marked with * in Fig. 4), where the gene expression level of day 14 in RA resembles the expression level at day 7 without RA. 

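On the same scale, the median position of the 145 genes in T7+RA was 0.178 ± 0.0276 (SD, n = 3 cultures). Measured between the group means of T0 at 0 and T7-RA at 1, the median gene of T7+RA lay at 0.320. A T7+RA position below T7-RA also follows in part from the selection of the genes.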

Correspondingly, day 7 in RA appears as a middle point between day 0 and day 7 without RA. These results suggest a “delay effect” in these genes.

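The 3 cultures of T7-RA had median positions of 0.614, 0.584 and 0.666, and those of T14+RA 0.526, 0.559 and 0.559. Every T14+RA position lay below every T7-RA position. Same-numbered positions share the T0 and T14-RA cultures that set their scale, so their spread also holds the spread of those cultures. An exact permutation test of 3 cultures against 3 cannot give a two-sided p-value below 0.10. With a prior count of 0.5, the median positions were 0.643 in T7-RA, 0.195 in T7+RA and 0.580 in T14+RA.

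**Figure D2:**
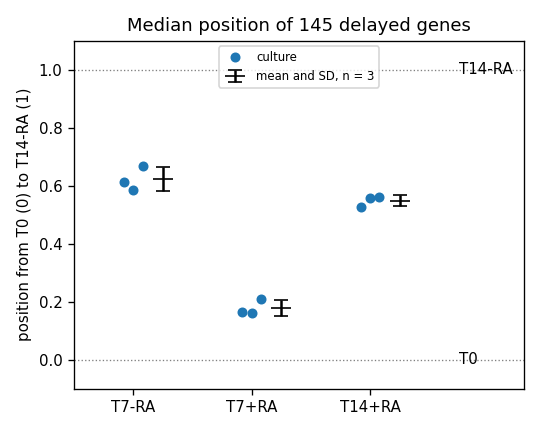
Median position of the 145 genes in each culture of T7-RA, T7+RA and T14+RA, on a scale without units. The scale runs from 0 (T0) to 1 (T14-RA), set by the T0 and T14-RA cultures with the same replicate number. Points are cultures, and the bars give the mean and SD over 3 cultures, with T7+RA below the other groups.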

**Fig. 3:**
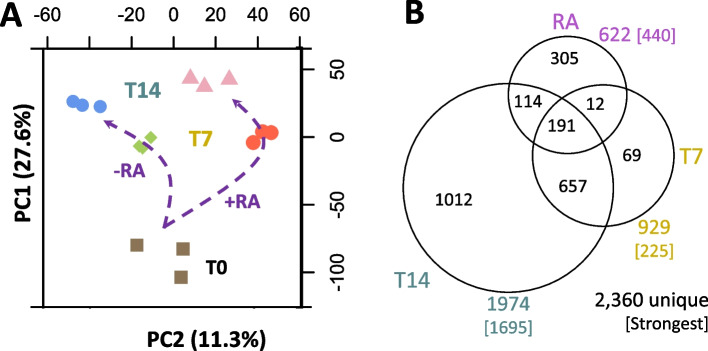
Overall transcriptional changes. **A** Representation of the first two principal components from the transcriptional profiles, which correspond to time (PC1, increasing vertically from T0 to T14) and RA treatment (PC2, without RA at the left and with RA at the right). **B** The number of genes significantly associated with specific factors. For example, for RA, there are 305 genes specifically associated to RA only, 12 shared with those changing at 7 days, 114 shared with those genes changing at 14 days, and 191 shared with both 7 and 14 days. Also, there were 622 genes in total associated to RA but only 440 where the strongest factor is indeed RA. PC1: principal component 1; PC2: principal component 2; RA: retinoic acid; +RA: with retinoic acid; -RA: without retinoic acid; T0: 24 h after seeding; T7: 7 days after seeding; T14: 14 days after seeding

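At an edgeR adjusted p-value under 0.001, 353 genes were associated with RA and with neither time point. Another 15 were shared by RA and T7, 137 by RA and T14, and 235 by RA, T7 and T14. T7 and T14 shared 676 genes without RA, while 956 were associated with T14 alone and 84 with T7 alone. Of the 353 RA genes outside both time sets, 185 (52.4%) had an unadjusted p-value under 0.05 for T7 or T14.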

**Fig. 4:**
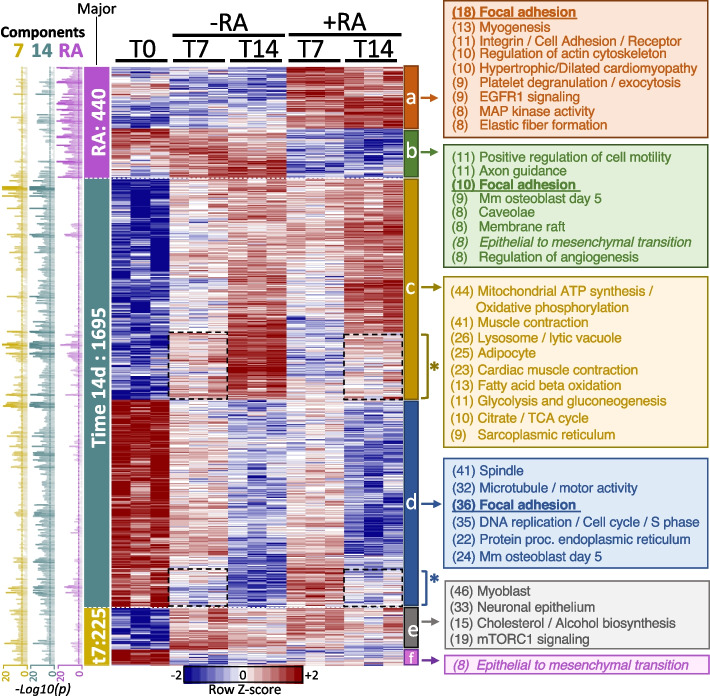
Genes statistically associated with time and RA, including a functional analysis. Heatmap shows the gene expression level in z-score. The *p*-value associated with specific time and RA factors is shown on the left (7 and 14 refers to days). Genes were first associated with the primary factor by the most significant *p*-value and then clustered by gene expression profiling. The clusters a-f formed were analyzed by functional enrichment as indicated by block colors showing the results at the right where the numbers within parenthesis define the number of genes associated to the functional term. Asterisk (*) marks “delayed” genes referred to in the text where gene expression levels are similar in 7 days without RA and 14 days with RA. +RA: with retinoic acid; -RA: without retinoic acid; T0: 24 h after seeding; 7 and T7 or t7: 7 days after seeding; time 14 and T14: 14 days after seeding

### Functional analysis of the transcriptional response

To better understand the functional roles of the gene expression changes, we analyzed each of the six clusters independently using EnrichR [19], a functional enrichment tool. This tool estimates whether a list of genes contains more genes than expected by random chance for a set of genes, where a set of genes can be a pathway, a domain, genes related to disease, or any other functional concept. We used gene sets whose gene size was less than 200, contained more than 7 differential expressed genes, and whose FDR-adjusted *p*-value was < 10%. 

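Of 24 genes listed for the epithelial to mesenchymal transition, 22 were analysed, with a median log2 fold change at T7 of −0.64, while the median of all genes was 0.02. Camera, a test of whether a gene list stands apart from the other genes that allows for correlation between genes, gave an adjusted p of 3.12e-08 over the 10 families tested (edgeR model, Benjamini-Hochberg). With an assumed correlation between genes of 0.05 in place of 0.01, the alternative that moved it most, the adjusted p was 2.42e-05. The median was below 0 under every scaling tried. At an adjusted p under 0.001, 8 members fell at T7 and 2 rose. Under limma on quantile-normalized counts, 3 fell and 0 rose. Acta2 at 1q52 fell by 1.97 (SE 0.0931, edgeR adjusted p = 2.18e-25), while Col3a1 and Mmp2 rose by 0.86 and 2.36. The T7 change of Mmp2 was between 1.90 and 4.56 when 1 library was left out. RA lowered 8 of the 22 genes at the same threshold and raised 4.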

The functional concept that deactivates early at day 7 independently of RA (cluster *f*) is the *Epithelial to Mesenchymal Transition*, suggesting that cellular attachment is favored. Contrary, those that become active since day 7 (cluster *e*) involve *mTORC1 signaling* indicating preparation for cell growth and metabolism. Other early activations include the *Myoblasts* phenotype confirming a predisposition for muscle cells. 

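The 39 DNA replication genes analysed had a median log2 fold change at T14 of −1.33 (camera adjusted p = 1.35e-16, edgeR model), and 24 fell and 0 rose at an edgeR adjusted p under 0.001. Among the 32 genes of the mitotic spindle the median was −1.29 (camera adjusted p = 8.72e-18), and 26 fell and 0 rose. At T7 the medians were smaller, −0.83 and −0.32, with 16 and 4 genes lowered. Both lists had a median below 0 at T14 under every scaling tried. Under limma on quantile-normalized counts, 18 genes of each list fell at T14 and 0 rose.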

Then, those concepts that gradually deactivate up to day 14 (cluster *d*) are related to functions decreasing cellular divisions (e.g., *spindle* and *DNA replication*). 

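Among 19 troponin and myosin genes, the median log2 fold change at T14 was 3.66 (camera adjusted p = 1.49e-47, edgeR model), with 10 genes raised and 2 lowered at an edgeR adjusted p under 0.001. Myh3, an embryonic myosin heavy chain at 10q24, rose by 6.93 (SE 0.16, edgeR adjusted p = 4.15e-41), and the lowered genes were Myl6 and Myl9. Myh3, Myh4 and Myh8 lie in the same band and are related in sequence, so the counting could have split reads between them. For the respiratory chain, 77 genes of 74 symbols had a median of 0.73 at T14 (camera adjusted p = 1.25e-13), with 37 raised and 0 lowered. With limma on quantile-normalized counts, 16 of the respiratory chain genes were raised. Both families had medians above 0 at T14 under every scaling tried. Of the troponin and myosin genes, RA raised 1 and lowered 6.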

On the other hand, those that activate at day 14 independently of RA (cluster *c*) include *Muscle contraction* involving troponins and myosin genes, *Cardiac contraction* comprising mitochondrial complexes of cytochromes and Ca+ channels, and other mitochondrial concepts for energy generation. In agreement with our cellular characterization shown in Fig. 2, these transcriptional activating concepts support the RA-independent predisposition of H9c2 cells to set down, generate energy and perform muscle and cardiac functions. Then, the concepts that activate specifically by RA treatment were *Myogenesis* (Troponin C1, Integrins A7/B1/B5, Myosin Light Chain Kinase, among others), *Integrins / Cell Adhesion*, and *Cardiomyopathy* related genes (Integrins A1/A3/A8/A7, B1/B5, TGFB2, Troponin C1), and *elastic fibers formation* (Fibulin 1, Latent transforming growth factor beta binding protein 1/3, Lysyl Oxidase Like 2, and Integrins). 

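Of the 13 genes named for these concepts, 12 were raised by RA at an edgeR adjusted p under 0.001, and Tnnc1 was raised at 0.00564. Itga7 at 7q11 rose by 1.77 (SE 0.0759, edgeR adjusted p = 9.67e-28), Loxl2 at 15p11 by 1.80 (SE 0.0918, edgeR adjusted p = 4.33e-24) and Tgfb2 at 13q26 by 1.12 (SE 0.0851, edgeR adjusted p = 1.25e-16) on the log2 scale. The other RA changes were 0.65 for Itgb1, 0.76 for Itgb5, 1.02 for Mylk, 1.08 for Itga1, 2.08 for Itga8, 0.74 for Fbln1, 0.87 for Ltbp1 and 0.70 for Ltbp3. Itga3 rose by 1.50 on average over both days, and its RA change differed between day 7 (2.09) and day 14 (0.86). In a list of 16 elastic fiber genes that holds no integrins, RA raised 4 and lowered 4 at an adjusted p under 0.001, with a median log2 fold change of −0.06 (camera adjusted p = 0.464, edgeR model).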

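For 10 genes of caveolae, the median RA log2 fold change was −0.52 (camera adjusted p = 5.14e-10, edgeR model), below 0 under every scaling tried. RA lowered 7 of them at an edgeR adjusted p under 0.001 and raised 0. With limma on quantile-normalized counts, 3 were lowered. Cav1 and Cav2, both at 4q21, each fell by 1.08 (SE 0.0877, edgeR adjusted p = 1.75e-15, and SE 0.217, edgeR adjusted p = 0.000136, respectively), and Cavin1 at 10q31 fell by 0.66 (SE 0.0732, edgeR adjusted p = 9.26e-11).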

On the contrary, concepts deactivating by RA treatment are related to *cell motility*, *membrane*, and *caveolae*. 

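The 16 genes drawn for T14 in Fig. 5A, which include Col4a1, Itga5, Lamc1 and Pdgfa, had T14 log2 fold changes from −2.04 to −0.44. In 15 of them the edgeR adjusted p was under 0.001, and for Col16a1 at 5q36 it was 0.00499, with a larger change at T7 (−0.82, SE 0.132, edgeR adjusted p = 2.11e-06). Of these 16 genes, 3 rose with RA at the same threshold and 0 fell. For Itga5 at 7q36, the RA change differed between day 7 (0.63) and day 14 (−0.10).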

We noted that the *focal adhesion* concept was significant in several clusters (downregulated in 14d and RA and upregulated in RA) and composed mainly of annexins, collagens, integrins, laminins, and platelet-derived growth factors. Nevertheless, each cluster showed specific genes up and down-regulated (Fig. 5A).

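All 13 genes drawn as raised by RA in Fig. 5A passed an edgeR adjusted p of 0.001, with RA log2 fold changes from 0.48 to 4.04, and all 8 drawn as lowered by RA passed it, with changes from −4.42 to −0.68. Among the 15 fits that each left out 1 library, the call was lost for Lama5 in 7, Itga10 in 4 and Pdgfc in 3. Within a family the directions differed. Itgax at 1q37 rose by 4.04 (SE 0.207, edgeR adjusted p = 4.33e-24) and Itga10 at 2q34 fell by 2.71 (SE 0.577, edgeR adjusted p = 0.000321) from only 47 counts over all libraries. Col11a1 at 2q41 rose by 2.12 (SE 0.0959, edgeR adjusted p = 1.23e-26), while Col6a1 and Col6a2, both at 20p12, fell by 4.42 (SE 0.192, edgeR adjusted p = 2.12e-27) and 2.85 (SE 0.163, edgeR adjusted p = 1.26e-21). Anxa1 rose by 0.81, with a larger RA change at day 14 (1.11) than at day 7 (0.50), and Anxa5 fell by 0.81.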

**Fig. 5:**
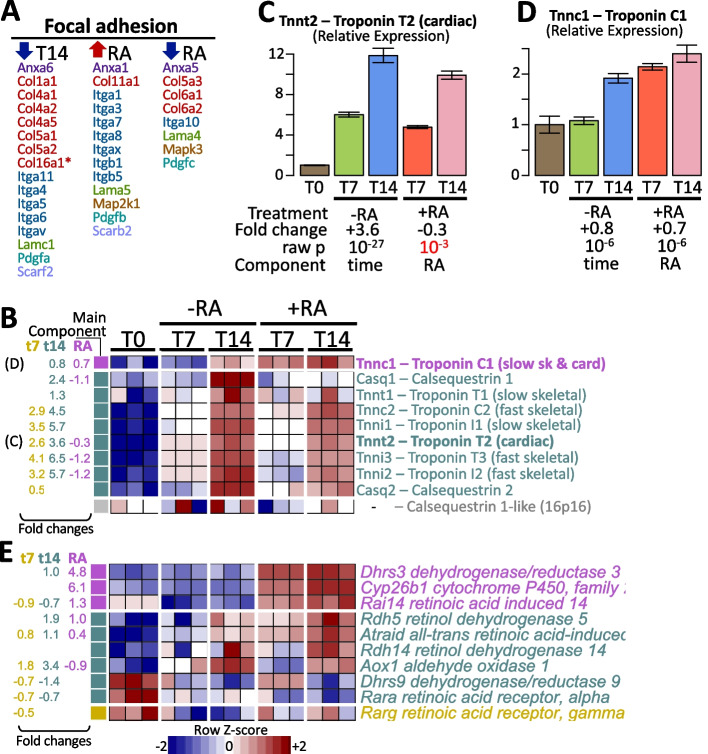
Analysis of specific sets of genes. **A** The genes associated with focal adhesion from Fig. 4. **B** Selected markers from Branco et al. 2015 showing that the influence of the RA component is minor. **C** Close view of cardiac troponin where the time component is the most influent factor. **D** Close view of slow cardiac and skeletal troponin where both time and RA components are factors of transcriptional changes. **E** Receptors and retinol metabolism KEGG rno00830 pathway (only those expressed and significant for any factor). +RA: with retinoic acid; -RA: without retinoic acid; T0: 24 h after seeding; T7: 7 days after seeding; T14: 14 days after seeding

### Key markers response to retinoic acid are different than previously thought

Previous studies have suggested that Troponin T, I, and calsequestrin are cardiac markers induced by using RA in the medium [1]. Nevertheless, our analysis shows that most of the genes of these gene families are indeed strongly induced by culture time rather than by RA (Fig. 5B). 

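Of the troponin and calsequestrin genes of Fig. 5B, 9 were analysed, and Tnni3 is not among the 11574 genes analysed here. At T14, 7 of the 9 rose at an edgeR adjusted p under 0.001. In contrast, RA raised 0 of them at that threshold and lowered Tnnt3 and Tnni2, and 6 of the 9 had an unadjusted p under 0.001 for RA in either direction. Tnnt3 at 1q41 rose by 6.83 at T14 (SE 0.173, edgeR adjusted p = 1.51e-39) and fell by 1.16 with RA (SE 0.0816, edgeR adjusted p = 5.2e-18). Tnni1 and Tnni2 had at most 3 counts in every T0 library, and their expression in T14-RA was at least 76.4-fold and 68.8-fold higher. Tnnc2 at 3q42 rose by 4.6 at T14 (SE 0.151, edgeR adjusted p = 1.07e-33) and changed by 0.11 with RA (SE 0.0781, edgeR adjusted p = 0.452), a change with the opposite sign under limma on quantile-normalized counts (−0.0196). Casq2 at 2q34 rose by 0.99 at T14 (SE 0.118, edgeR adjusted p = 4.36e-10) and changed by −0.02 with RA (SE 0.0845, edgeR adjusted p = 0.939), and the sign of this RA change was not stable across the alternatives.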

For example, Troponin T2 increased the expression 2.6 times at 7 days and 3.6 times at 14 days but also seemed slightly reduced under RA by -0.3 times (Fig. 5C). 

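Tnnt2 (ENSRNOG00000033734) lies at 13q13 in the deposited annotation and had 4445 counts over all libraries. Its expression was 59.6 ± 4.65 CPM (SD, n = 3) at T0, 379 ± 25.8 in T7-RA and 754 ± 76.9 in T14-RA, and 300 ± 15.5 in T7+RA and 629 ± 45.2 in T14+RA. The log2 fold change was 2.64 at T7 (SE 0.144, edgeR adjusted p = 1.21e-22) and 3.66 at T14 (SE 0.14, edgeR adjusted p = 2.8e-30). The RA change was −0.29 (SE 0.078, edgeR adjusted p = 0.00481). The RA change was between −0.33 and −0.26 when 1 library was left out and between −0.38 and −0.28 under the other alternatives.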

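Tnnc1 (ENSRNOG00000018943, 16p16) was expressed at 550 ± 162 CPM (SD, n = 3) at T0, 594 ± 71.2 in T7-RA and 1059 ± 89.3 in T14-RA, and at 1183 ± 61.8 in T7+RA and 1326 ± 164 in T14+RA. Its RA log2 fold change was 0.65 (SE 0.143, edgeR adjusted p = 0.00564). With limma-voom in place of edgeR's test the adjusted p was 4.95e-06, with limma-trend 4.2e-05 and with DESeq2 3.14e-06. At day 7 the RA change was 0.99 (edgeR adjusted p = 7.62e-06) and at day 14 it was 0.33 (edgeR adjusted p = 0.125), and the difference between the days did not pass the test (edgeR adjusted p = 0.134), although it did with the replicate block (0.00248) and with limma-voom (0.021). The change at T14 was 0.79 (SE 0.197, edgeR adjusted p = 0.0059).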

In these gene families, we only noted a specific modest increase due to RA in Troponin C1 (by +0.7 times, Fig. 5D). 

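Casq1 (ENSRNOG00000006930, 13q24) had 512 counts over all libraries and was expressed at 16.9 ± 5.00 CPM (SD, n = 3) at T0, 19.2 ± 3.36 in T7-RA and 166 ± 2.23 in T14-RA. With RA, it was 21.0 ± 7.46 at T7 and 29.5 ± 3.07 at T14. The additive model gave a T14 log2 fold change of 3.04 (SE 0.478, edgeR adjusted p = 0.000182) and an RA change of −1.73 (SE 0.34, edgeR adjusted p = 0.00281). The T14 call was lost with the replicate block (adjusted p 0.0012) and with limma on quantile-normalized counts (adjusted p 0.00206). It was also lost in 3 of the 15 fits that each left out 1 library. The RA change was 0.10 at day 7 (edgeR adjusted p = 0.935) and −2.46 at day 14 (edgeR adjusted p = 6.97e-16), and it differed between the days (edgeR adjusted p = 8.98e-06).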

Also, a decrease was observed in Calsequestrin 1 under RA (Casq1, -1.1 folds) on top of the time increase (+2.4 folds, Fig. 5B).

One would expect genes involved directly in RA metabolism to show some changes during the stimuli. Thus, we focused on the RA-related genes (Fig. 5E, receptors and retinol metabolism KEGG rno00830 pathway, only those genes expressed and changing in any condition). 

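Dhrs3 (ENSRNOG00000015736, 5q36) encodes a retinaldehyde reductase and Cyp26b1 (ENSRNOG00000015076, 4q34) a hydroxylase that degrades RA. Dhrs3 was expressed at 3.40 ± 1.32 CPM (SD, n = 3) at T0, 7.08 ± 1.67 in T7-RA and 10.9 ± 5.21 in T14-RA, and at 293 ± 4.77 in T7+RA and 410 ± 29.2 in T14+RA. That is a 41.3-fold difference at day 7, a 37.5-fold difference at day 14 and an RA log2 fold change of 5.22 (SE 0.149, edgeR adjusted p = 1.56e-36). Cyp26b1 had at most 3 counts in every -RA library of T7 and T14, and was expressed at 201 ± 13.8 CPM in T7+RA and 633 ± 32.2 in T14+RA. This was at least 50.4-fold higher at day 7 and at least 136-fold higher at day 14 (edgeR adjusted p of the RA term 4.77e-37).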

We noted *Dhrs3*, *Cyp26b1* were highly upregulated, both directly involved in RA metabolism. 

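Rdh5 (7q11) had 161 counts over all libraries, and its expression was 4.32 ± 3.8 CPM (SD, n = 3) in T7-RA and 15.0 ± 3.32 in T7+RA, and 19.2 ± 6.43 in T14-RA and 36.1 ± 12.3 in T14+RA. The RA log2 fold change was 1.08 (SE 0.295, edgeR adjusted p = 0.00668). For Atraid (6q14, 1708 counts) the RA change was 0.46 (SE 0.0925, edgeR adjusted p = 0.000153), and the adjusted p was 0.00734 with limma on quantile-normalized counts and 0.00382 with the counts thinned to the smallest library. Atraid also rose by 0.85 at T7 and 1.2 at T14.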

We also observed an increase in the RA treatment *Rai14*, *Rdh5*, and *Atraid* (RA-induced 14, retinol dehydrogenase 5, and all-trans RA-induced, respectively). Only *Rai14* was strongly responsive to RA (+1.3 times in average at days 7 and 14) and indeed showed some decrease by time independently of RA (-0.9 times at 7 days and -0.7 times at 14 days). 

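Rai14 (ENSRNOG00000028872, 2q16) was expressed at 310.2 ± 5.57 CPM (SD, n = 3) at T0, 162 ± 26.2 in T7-RA and 191 ± 16.3 in T14-RA, and at 396 ± 23.3 in T7+RA and 471 ± 44.2 in T14+RA. The RA log2 fold change was 1.29 (SE 0.0874, edgeR adjusted p = 1.14e-18), with 1.29 at day 7 and 1.29 at day 14. The terms for time, adjusted for RA, were −0.94 at T7 (SE 0.118, edgeR adjusted p = 5.95e-09) and −0.69 at T14 (SE 0.118, edgeR adjusted p = 3.14e-06). With limma on quantile-normalized counts the T14 change had an adjusted p of 0.00269.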

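Aox1 (ENSRNOG00000015354, 9q31), which encodes an aldehyde oxidase, had 286 counts over all libraries. It was expressed at 3.38 ± 4.34 CPM (SD, n = 3) at T0, 23.8 ± 9.61 in T7-RA and 63.1 ± 7.5 in T14-RA, and at 7.28 ± 2.47 in T7+RA and 39.5 ± 6.73 in T14+RA. The log2 fold change was 2.29 at T7 (SE 0.51, edgeR adjusted p = 0.00047) and 4.02 at T14 (SE 0.423, edgeR adjusted p = 1.11e-11), and the RA change was −0.94 (SE 0.223, edgeR adjusted p = 0.00126). The T7 call was lost with limma-voom, limma on quantile-normalized counts and DESeq2, with adjusted p-values of 0.00405, 0.00365 and 0.0023. It was also lost in 3 of the 15 fits that each left out 1 library, across which the T7 change was between 1.84 and 4.13.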

*Aox1*, also involved in the RA pathway, increased strongly over time (to +1.8 at 7 days and +3.4 times at 14 days) but decreased under RA (-0.9 times in average up to 14 days). RA receptors, however, (alpha and gamma) decreased their expression significantly over time (*Rara* by -0.7 times and *Rarg* by -0.5 times), and non-significant changes were obtained under RA. 

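For Rara (10q31) the log2 fold change was −0.75 at T7 (SE 0.187, edgeR adjusted p = 0.00186) and −0.75 at T14 (SE 0.189, edgeR adjusted p = 0.00111), and the RA change was −0.26 (SE 0.154, edgeR adjusted p = 0.319). For Rarg (7q36) the change was −0.53 at T7 (SE 0.152, edgeR adjusted p = 0.0064) and −0.53 at T14 (SE 0.154, edgeR adjusted p = 0.00474), and the RA change was 0.28 (SE 0.116, edgeR adjusted p = 0.105). Expression at T0 and T14-RA was 98.5 ± 22.4 and 60.6 ± 5.15 CPM (SD, n = 3) for Rara, and 147 ± 16.2 and 98.7 ± 13.0 CPM for Rarg.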

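Rarb is not among the 11574 genes analysed here, whose counts sum to at least 21 over the 15 libraries.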

Beta RA receptor was not observed expressed in our experiments. 

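The genes Adh5, Rarres2, Pnpla4, Ugt1a6, Dgat1, Retsat, Bco1, Rxra, Aox2, Rdh10, Rxrb, Rai1, Rdh13, Dhrs4 and Rdh11 were all analysed, and 0 of the 15 had an edgeR adjusted p under 0.001 for T7, T14 or RA. An unadjusted p under 0.05 for at least 1 term was found in 5. The lowest was for Rai1 at 10q22, which changed by 0.53 with RA (SE 0.145, edgeR adjusted p = 0.00768). Total counts over all libraries ranged from 22 for Aox2 to 915 for Rai1.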

Many other genes of the RA pathway were expressed but not differentially in any condition (*Adh5, Rarres2, Pnpla4, Ugt1a6, Dgat1, Retsat, Bco1, Rxra, Aox2, Rdh10, Rxrb, Rai1, Rdh13, Dhrs4, Rdh11*). Contrary to Branco et al. [1], we did not find retinol-binding protein 2 (*Rbp2*) expression in any sample.

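Rbp2 is also not among the 11574 genes analysed here.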

Previous studies suggested essential and selected RA-induced genes [1, 9] covering 70 unique genes (Table 1 and Figures 2 & 3 in [1], and Table 2 and Figure 2 in [9]). From there, we found 49 genes estimated to be expressed in our RNA-Seq experiments, of which 42 have been differentially expressed at a raw *p* < 10^–3^ (Fig. 6). 

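All 49 genes of Fig. 6 were among the genes analysed, and 39 had an unadjusted p under 0.001 for T7, T14 or RA in edgeR's test. After Benjamini-Hochberg adjustment, 39 had an adjusted p under 0.001 when the list alone was adjusted and 35 when all genes were. In 32 of the 39 the strongest factor was T14 and in 1 it was T7. The number was 24 when only genes with at least 10 counts in every library were tested, the alternative that moved it most.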

From the 49 genes, only 6 responded more strongly to RA (*Sord*,* Ldhb*,* Cpt1a*,* Pik3r1*,* Ucp2*, and *Spats2l*), and 12 more genes have a minor additive RA response (*Ckmt2*,* Cox8b*,* Sln*,* Myl4*,* Myom2*,* Acsl3*,* Tnnt2*,* Myh3*,* Mylpf*,* Smoc1*,* Mcm6*, and *Mcm2*) often contrary in sign to the time response. Thus, our results suggest that most of the previously reported responses are due to culture conditions over time rather than to the RA.

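RA had the lowest p-value in 6 of the 49 genes. The RA log2 fold change was 1.35 for Sord (SE 0.0928, edgeR adjusted p = 2.5e-18), 1.93 for Ldhb (SE 0.0945, edgeR adjusted p = 2.82e-24) and 1.79 for Pik3r1 (SE 0.146, edgeR adjusted p = 2.29e-15). It was 0.63 for Ucp2 (SE 0.123, edgeR adjusted p = 7.5e-05), 0.42 for Cpt1a and −0.74 for Spats2l (SE 0.123, edgeR adjusted p = 3.39e-06). For Ldhb the RA change was 2.22 at day 14 and 1.61 at day 7, and the difference (edgeR adjusted p = 0.0442) did not pass 0.05 with limma-voom (0.0567) or DESeq2 (0.103). A further 14 genes had an unadjusted p under 0.001 for RA with a lower p for T7 or T14. Smoc1, to which the paper gives a minor RA response, was not among them (unadjusted p = 0.00188 in edgeR's test). In 10 of the 14 the RA change was opposite in sign to the change with time. Examples are Myl4 at 10q32.1, with a change of 6.52 at T14 (SE 0.262, edgeR adjusted p = 1.04e-26) and −1.84 with RA (SE 0.122, edgeR adjusted p = 9.5e-18), and Mylpf at 1q37, with 6.61 at T14 (SE 0.157, edgeR adjusted p = 7.87e-41) and −1.57 with RA (SE 0.0803, edgeR adjusted p = 4.38e-24).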

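RA was the strongest factor in 15.4% of the genes of Fig. 6 that passed the unadjusted threshold. RA was the strongest factor in 5 to 7 of these genes when 1 library was left out, in 6 to 9 under the other alternatives fixed in advance, and in 4 on 50% of the counts, a setting chosen after seeing the data. From the larger number of these genes led by culture time, the paper proposes that most of the responses reported earlier come from the culture conditions over time, not from RA.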

**Fig. 6:**
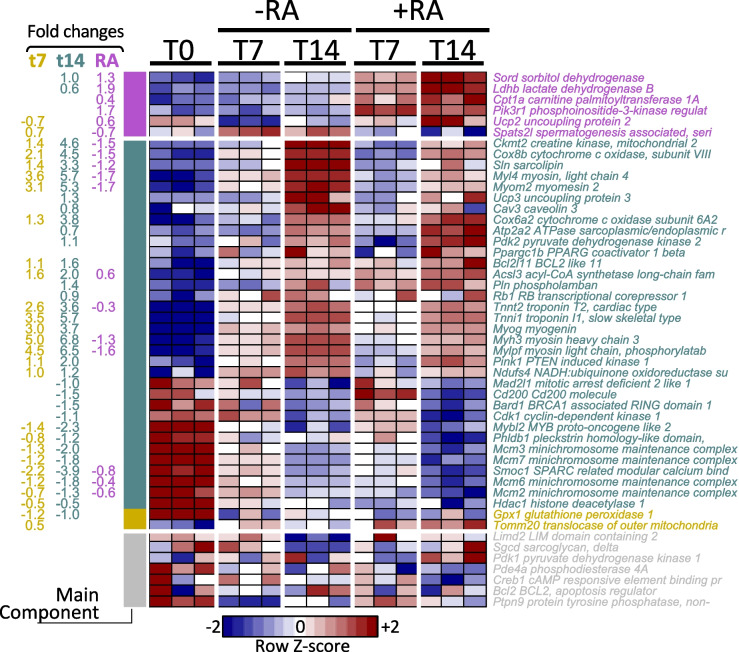
Our results for selected genes from previous reports. Only significant factors are expressed as fold changes at the left. Only 6 genes (top) appear to respond to RA stronger than time in the previously reported genes. In summary, most genes associated to RA in previous reports are associated to time rather than RA. +RA: with retinoic acid; -RA: without retinoic acid; T0: 24 h after seeding; T7: 7 days after seeding; T14: 14 days after seeding

## Discussion

Previous studies suggested that H9c2 cells, highly used to analyze cardiac responses in vitro, responded to RA stimuli by changing the expression of more than 3000 genes [1, 9]. Nevertheless, previous studies have shown that around 350 DNA loci respond to RA in a particular cell type and aggregate up to 700 genes across different cell types [8]. Here, by performing an experimental design specific for RA response over time, we showed that 622 genes responded to RA, of which 440 genes showed a stronger response than culture time alone and 305 were specific for the RA stimuli. These results have implications for the interpretation of the role of RA in assays regarding H9c2 cells, specifically for cardiology and cell differentiation.

One key feature of successfully differentiating myoblast cells is the modification of cell morphology, where differentiated cells are characterized as larger multinucleated cells in a closer relation with cardiac like-myotubes. Related to this, RA has been argued as a crucial effector in achieving this phenotype [1, 5, 20]. However, the RA-based differentiation protocol reveals inefficient as it has been consistently reported to only differentiate a portion of the total cell population. Related to this, the most striking observation we made during our study was that time is the single most important factor in generating multinucleated myotube-like cells rather than RA. In fact, looking only into cell morphology, RA only contributed to promoting an increase in cell fusion and, therefore, the complexity of already multinucleated cells after 14 days, thus modifying the proportion between 2-nuclei cells and 3 nuclei cells, while mononucleated cells do not seem to change at 14 days between cultures with or without RA. On the other hand, time allow the differentiation of more than 50% of cell regardless of the presence of RA. This does not mean that RA is not fitted to be used to differentiate cells, as it contributes at the molecular level to a more cardiac-like myotube phenotype. The reflection to be made is regarding if the protocol is efficient enough and the importance RA has over it. It has been noted that 3D cultures may facilitate the formation of multinucleated H9c2 cells [21]. Thus, our observation can contribute to the study of multinuclear cell formation [22], in which RA seems to be an important accelerating factor. Another observation that corroborates the importance of time in cell differentiation is the increase of cell area that, in this case, can be considered a surrogate of increased cell size by fusion rather than hypertrophy, as differentiated cells acquired an elongated shape. To this matter, we found that RA is not interfering and contributing to the increase of cell area, but over time cell area increased. This can be correlated with the observation made by Kankeu et al. [9], where differentiated cells using the same protocol showed to spread to a higher length and a shorter diameter, leading to an increased length-to-diameter ratio and, therefore, area, as a marker of the differentiated cell population.

Partial multinucleated cells during H9c2 + RA stimulation have been observed by Branco et al. Here, we showed that multinucleated phenotype is present even without the RA stimuli but also that RA stimuli almost double the presence of multinucleated cells. We also observed that the mononucleated cells do not seem to change at 14 days between cultures with or without RA. It has been noted that 3D cultures may facilitate the formation of multinucleated H9c2 cells [21]. Thus, our observation can contribute to the study of multinuclear cell formation [22], in which RA seems to be an important accelerating factor.

Gene expression of cardiac proteins, such as SERCA, RyR, and L-type Ca2+ channels, increase their levels by RA treatment, which has been proved previously [1, 5], indicating a preferred differentiation to a cardiac-like phenotype. One important difference is that Branco et al. studied the characterization of cardiomyoblast H9c2 cell line after cells reached 80% confluence then exposed to RA for 7 days. In our study, we compare differentiated myotubes exposed to RA through the time since the first day of culture, exploring the implication of each variable to a cardiac phenotype, confluence, time, and RA. Other authors have explored the differentiation protocol, observing the myotubes formation at 5 days. Ménard et al. followed the differentiation protocol for 10 days finding a time-depending change in L-type Ca2+ channel expression. Szalai et al. found cardiac and skeletal L-type Ca2+ involved in cytosolic Ca2+ response without RA treatment. Despite the fact that after 5 days of the differentiation process, a myotube can be obtained, we found that time is a crucial factor for a sustained cardiac-like phenotype. It is optimal to study the myotubes for a longer time course to have a cell model more morphologically and molecularly approached to a cardiac cell [1, 5, 12]. However, regardless of the key role of these proteins in intracellular calcium handling, the response to RyR stimulation in RA-treated cells is not greater than in control cells. Previous reports showed an important decreased response to vasopressin due to the depletion of intracellular Ca2+ stores evoked by caffeine [12, 23] after time differentiation. RA treatment showed a similar trend, decreasing the Ca2+ released by vasopressin after caffeine stimulation; however, by T14, both groups manage a similar caffeine/VP Ca2+ release ratio, suggesting that elements related to cardiac-like differentiation phenotype are more likely linked to time than RA treatment. 

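In the RNA-seq counts, 13 genes of the tricarboxylic acid cycle had a median log2 fold change at T14 of 0.27 (camera adjusted p = 0.0254, edgeR model), and 4 rose and 0 fell at an edgeR adjusted p under 0.001. With an assumed correlation between genes of 0.05, the camera adjusted p was 0.0633. For 15 genes of fatty acid beta-oxidation the median was 0.79 (camera adjusted p = 0.000757), and 3 rose and 0 fell. Both medians were above 0 under every scaling tried, with 0.05 as the median of all genes at T14.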

Regarding energetic metabolism, we observed both transcriptional and functional upregulation of mitochondrial oxidative metabolism during the differentiation process, indicating that cells have a more oxidative metabolic shift. However, this occurs independently of retinoic acid in the differentiation media, although retinoic acid exerts a stronger stimulating effect. 

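The RA log2 fold change had a median of 0.04 over the respiratory chain genes, of which RA raised 0 and lowered 1 at an edgeR adjusted p under 0.001. Over the genes of the tricarboxylic acid cycle the median was 0.10, with 0 raised and 0 lowered, and over those of beta-oxidation it was 0.16, with 1 raised and 0 lowered. An unadjusted p under 0.001 for RA was found in 3, 0 and 4 genes of these lists.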

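Cpt1a (1q42, 1154 counts over all libraries), the gene of a rate-controlling enzyme of fatty acid entry into mitochondria, was expressed at 88.3 ± 4.86 CPM (SD, n = 3) at T0, 96.6 ± 3.13 in T7-RA and 105 ± 8.58 in T14-RA, and at 128 ± 10.6 in T7+RA and 143 ± 15.4 in T14+RA. The log2 fold change was 0.12 at T7 (SE 0.156, edgeR adjusted p = 0.617) and 0.27 at T14 (SE 0.156, edgeR adjusted p = 0.185), and the RA change was 0.42 (SE 0.106, edgeR adjusted p = 0.00271). Cpt1b (7q34), with 111 counts, changed by 0.79 at T14 (SE 0.45, edgeR adjusted p = 0.172) and by −0.58 with RA (SE 0.336, edgeR adjusted p = 0.29).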

In this regard, it is interesting to note that levels of the rate-controlling enzyme of β-oxidation, CPT1, are highly upregulated during the differentiation processes indicating that differentiated cells shift their mitochondrial metabolism to fatty acid oxidation and this effect, although also observed in the absence of retinoic acid, is enhanced by agonists and substrates of the retinoid X receptors (RXR) that jointly act with PPAR to activate oxidative metabolism [24].

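RA had the lowest p-value in 69.1% of the genes associated with it in edgeR's test. In the tests of each day, 677 genes passed an adjusted p of 0.001 at day 7 or day 14, and 247 passed it at both days.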

An interesting observation is that the RA response is a mixture of time and the RA stimuli from those genes that responded to RA; 440 (70%) genes already changed at 7 days and sustained to day 14. It would be exciting to understand the dynamic cascade of gene regulation during the first 7 days either by shortening the harvesting for RNA-Seq and/or by single-cell RNA-Sequencing. 

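A time point had a lower p-value than RA in 229 of the genes associated with RA, and in 166 of these the RA coefficient was opposite in sign to the stronger time coefficient. The share was 72.5% (exact Clopper-Pearson 95% interval 66.2 to 78.2%, which treats genes as independent). The share was 63.0% at an adjusted p under 0.05 and 82.4% with limma on quantile-normalized counts, the alternatives that moved it most, and between 68.8% and 76.7% when 1 library was left out.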

From those 182 genes that responded to RA but whose culture time factor was stronger, we noted a provoking effect in ~ 70% of the genes in which the coefficient sign for RA was opposite to the culture time coefficient. For these genes shown in Fig. 4 (marked with *), gene expression on day 7 without RA was similar to the gene expression on day 14 under RA treatment. This can be interpreted as a “delay effect” in the gene expression response. However, it is unknown whether it is a transitory state that could be established in larger culture times favoring the delay effect or a stable result of two opposite transcriptional forces. In any case, experiments sampling more often at early culture times and larger than 14 days would reveal more details about the gene expression dynamics.

A recent multi-species meta-analysis study of the transcriptional response was published while this manuscript was in preparation [25]. The authors used data derived from cell lines from chicken (LCM hepatocellular carcinoma), human (SH-SY5Y neuroblastoma), mouse (embryonic stem cells and leukemia model BCR-ABL1), and frog (*Xenopus laevis* pancreatic explants). They showed that 91 genes were differentially expressed under RA treatment and that all of them were upregulated. Contrary, we observed a similar number of genes up- and down-regulated under RA (Fig. 4) on days 7 and 14. 

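Of the genes associated with RA in edgeR's test, 52.0% rose. In the tests of each day at an adjusted p under 0.001, 58.9% of the genes rose at day 7 and 51.2% at day 14, with ranges of 54.8% to 63.4% and 46.5% to 53.8% over the alternatives and the fits with 1 library left out. At an adjusted p under 0.05, 478 genes rose and 380 fell at day 7, and 627 rose and 664 fell at day 14. The rising share of the RA term over both days ranged from 47.8% with library size only as the scaling to 54.7% with at least 10 counts required in every library.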

We noted that the culture times of most of the experiments performed in the Falker-Gieske et al. meta-analysis were short (from 2 h to 2 days) compared to our experiments (sampled at 7 and 14 days). Thus, it is possible that rapid transitory responses could be enriched in transcriptional activations and that our results reflect the cascade of a secondary transcriptional and more stable state.

## Conclusions

Our study demonstrated that RA is not the single neither the most influential factor for H9C2 cell differentiation into cardiac myoblast phenotype. Otherwise, time-dependent differentiation is found to generate a sustained change toward cardiac phenotype. At the molecular level, RA contributes specifically to a fraction of transcriptome modifications, including changes in intracellular calcium signaling towards cardiac-like myoblast, although functional responses of cells are not sustained over culture time. Finally, these findings suggest that H9C2 differentiation protocols into cardiac-like myoblast required a deeper understanding and possible reformulation, where RA is only one player to take into account.

## Supplementary Information

**Additional file 1: Supplementary Figure 1.** Original western blots gel images. Top gel shows the two digital cuts shown in main manuscript for the labeled calcium channels. Bottom gel shows the corresponding digital cut for the beta-actin protein.

## Data Availability

The raw counts after mapping are available in the GEO database at NCBI by the id GSE221596 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221596).

# Supplementary material for: The retinoic acid response is a minor component of the cardiac phenotype in H9c2 myoblast differentiation
**Source:** BMC Genomics. 2023 Aug 2;24:431. doi: 10.1186/s12864-023-09512-0
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figure 1. Original western blots gel images. Top gel shows the two digital cuts shown in main manuscript for the labeled calcium channels. Bottom gel shows the corresponding digital cut for the beta-actin protein.

Supplementary Information

**The retinoic acid response is a minor component of the cardiac phenotype in H9c2 myoblast differentiation**

**Carlos Campero-Basaldua, Jessica Herrera-Gamboa, Judith Bernal-Ramírez, Silvia Lopez-Moran, Luis-Alberto Luévano-Martínez, Hugo Alves-Figueiredo, Guillermo Guerrero, Gerardo García-Rivas, Víctor Treviño**

**Supplementary Figure 1. *Original western blots gel images.*** Top gel shows the two digital cuts shown in main manuscript for the labeled calcium channels. Bottom gel shows the corresponding digital cut for the beta-actin protein.

How the deposited data were processed for this re-analysis (not part of the article)

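RNA-seq counts of 15 cultures of the rat myoblast line H9c2 were analysed, with 3 cultures in each of the groups T0, T7-RA, T14-RA, T7+RA and T14+RA. The groups and replicate numbers were taken from the sample labels and the paper. The authors processed the reads on the Galaxy platform, trimmed them, mapped them to the rat genome with HISAT2 and counted them per gene with featureCounts. The authors deposited raw counts per gene and library, without normalization, for genes with more than 20 counts summed over the 15 libraries. The table holds 11574 genes and a smallest sum of 21, so the authors' filter was already applied. The genome build, the annotation release and the strand setting of the counting are not named in the paper's text. Gene symbols, identifiers and cytogenetic bands come from the annotation deposited with the counts, and no coordinates are given. The qPCR, calcium, respiration, western blot and imaging experiments of the paper were not analysed here.

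The counts per library ranged from 508397 to 1030820 and summed to 10234428. Intervals and floors cover counting error only, since the reads carry no molecular identifiers. A gene with at most 3 counts in every library of a group was treated as at the floor, and a fold against such a group is given as a lower bound computed from the floor. At this depth the median count of a gene in a library is low, and the recovery of changed genes on simulated data depended strongly on the count.

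The main analysis used edgeR 4.0.16 in R 4.3.3, with TMM normalization, robust dispersions and the quasi-likelihood F test (common dispersion 0.00962). The additive model had T7, T14 and RA terms, as the formula of the paper, and the letter b in that formula was read as the intercept. P-values were adjusted within each term by the Benjamini-Hochberg method, and genes with an adjusted p under 0.001 were called, the paper's threshold. The strongest factor was the one with the lowest p. A model with 5 group means gave the RA change at day 7, at day 14 and their difference, which was called at an adjusted p under 0.05. The paper used limma, whose voom and trend forms were run as alternatives. Genes of Fig. 6 were counted at an unadjusted p under 0.001. Families of genes were tested with camera with an inter-gene correlation of 0.01 and adjusted over the 10 families, because the gene set libraries of EnrichR were not used here. Principal components were computed on log2 CPM with a prior count of 2.

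Alternatives were an adjusted p of 0.05, adjustment over the 3 factors together, the strongest factor by fold change, limma-voom and limma-trend (limma 3.58.1), limma on quantile-normalized log2(count + 1), DESeq2 1.42.0, relative log expression size factors, library size only, edgeR's filter by group, at least 10 counts in every library, a replicate block, counts thinned to the smallest library, an inter-gene correlation of 0.05, a prior count of 0.5, components of genes not scaled and of quantile-normalized values, and each library left out in turn. The block uses the replicate numbers that the sample labels give to the cultures of each group, and neither the labels nor the paper say that cultures with the same number were grown together. Genes named in the text were those the paper or its Figs. 5 and 6 name, members of the fixed gene lists, and the 10 genes with the largest absolute change for RA and for T14 among the called genes whose groups do not overlap; other genes are marked where they appear. A result for 1 gene of the lists is not reported here.

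The scripts' statistics were tested on simulated counts. The T14 term recovered 68 of 200 genes changed by 1 on the log2 scale (34.0%) with 1 false call among 10974, and the difference between days recovered 134 of 200 genes changed by 2 (67.0%) with 6 false calls. For the RA term, DESeq2 recovered 92, limma-voom 97, limma-trend 94 and limma on quantile-normalized counts 55 of the 200 genes. The smallest chi-square between replicate libraries was 1.08 per gene (p = 9.44e-07), so all 15 libraries were kept as separate replicates.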

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

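Of the tests given here, the comparison of the changes between the days with and without RA, the thinning of the 8 genes outside the paper's discussion, the count under quantile normalization and the check of shared symbol stems were chosen only after the result was seen.

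The RA change differed between day 7 and day 14 in 86 genes at an edgeR adjusted p under 0.05, a difference that the additive model leaves out. At day 14 minus day 7, 33 differences were positive and 53 negative, 54 genes had the larger absolute RA change at day 14, and in 45 genes the RA changes of the 2 days had opposite signs. Only 30 of the 86 were associated with RA in the additive model, and 966 genes had an unadjusted p under 0.05. Differences in library depth were tested by thinning every library to the smallest, after which 54 of the 86 genes still passed. With library size only as the scaling, 84 passed, but the TMM factors of the 12 libraries compared lay between 0.997 and 1.03, so this scaling hardly moves the values. Under limma on quantile-normalized counts, which changes both the values and the test, 12 of the 86 passed. That method also recovered fewer changed genes for the RA term on simulated counts, 55 of 200 against 107 with edgeR. In all, 87 genes passed with relative log expression size factors, 87 with limma-voom, 50 with DESeq2 and 22 with limma on quantile-normalized counts. The drop to 12 can therefore come from the normalization or from the test, and an effect of the normalization is left open. Of the 4 splits of the paired differences that part as many same-numbered cultures, 1, the real split, gave as many genes in limma on those differences (4 genes, against 0 in each of the others). With 4 splits a share under 0.05 is not possible, so this comparison does not tell the pattern apart from an accidental arrangement of these cultures, and it used another test than the one that gave the 86 genes. On simulated counts, edgeR's test of the difference between the days made 6 false calls among 10974 unchanged genes. A candidate explanation was that RA holds back genes that change between day 7 and day 14. The change between the days was smaller with RA in 20.9% of the 86 genes, against 45.2% of all genes, which goes against it.

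Among the genes that the paper names, 7 had such a difference. Casq1 changed by −2.56 more at day 14 than at day 7 on the log2 scale (edgeR adjusted p = 8.98e-06), with 166 ± 2.23 CPM (SD, n = 3) in T14-RA and 29.5 ± 3.07 in T14+RA, and 19.2 ± 3.36 and 21.0 ± 7.46 at day 7. The difference was −1.23 for Itga3 (edgeR adjusted p = 3.73e-05), −1.11 for Phldb1 (0.000391), −0.73 for Itga5 (0.00764) and −1.84 for Cd200 (0.0373). It was 0.61 for Anxa1 (edgeR adjusted p = 0.00777) and 0.62 for Ldhb (0.0442), which were raised by RA at both days and more at day 14. Cd200 was 62.0 ± 5.64 CPM in T7+RA and 24.4 ± 3.68 in T7-RA, and 11.3 ± 2.07 in T14+RA and 16.8 ± 2.35 in T14-RA. The differences of Cd200 and Ldhb were the least stable, with adjusted p-values of 0.0589 and 0.0567 with limma-voom, 0.132 and 0.103 with DESeq2 and 0.309 and 0.337 with the counts thinned to the smallest library. Under limma on quantile-normalized counts 6 of the 7 did not pass 0.05, and Casq1 did. These differences rest on 3 cultures per group, and no biological explanation was tested for single genes.

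Among the 10 genes with the largest absolute RA change, 8 are outside the genes that the paper discusses. Postn changed by −5.46 with RA (edgeR adjusted p = 1.18e-30) and Aqp1 by −5.15 (1.24e-33), with every +RA culture below every -RA culture at both days, from 5355 and 1367 counts over all libraries. The other 6 were at the floor in a group. AABR07068316.1 (366 counts) was at least 29.6-fold lower in T14+RA than in T14-RA, F13a1 (60 counts) at least 5.80-fold lower, Otof (32 counts) at least 3.11-fold lower and Ms4a6bl (31 counts) at least 2.17-fold lower. Anxa8 (80 counts) was at least 2.86-fold lower in T7+RA than in T7-RA, and Mcpt1 (181 counts) at least 13.9-fold higher. Few reads were weighed as an explanation, and 8 of the 8 genes still had an edgeR adjusted p under 0.001 after thinning every library to the smallest, although that step removes few reads from the smaller libraries and the genes were chosen for a large change. Reads shared between paralogs were checked by symbol, and 3 of the 8 (Mcpt1, Anxa8 and Aqp1) share their stem with another gene analysed, so for these the response cannot be told apart from reads of a related gene. A symbol does not show whether reads are shared, so the check does not clear the other 5 either. For those 5 a response to RA may be the reason, which stands as a hypothesis from the same data, with shared reads left open.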

How the results depend on the processing

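The alternatives were set before the data were examined, except leaving T0 out and thinning each library to 50% of its counts, which were chosen after seeing the data. Limma on log2(TPM + 1) was not run because no TPM values were analysed here, and analysis without a filter was not run because the filter had been applied in the table.

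With an adjusted p of 0.05 as the threshold, 5072 unique genes changed, with 4102 for T14, 2679 for T7, 1701 for RA (856 raised and 845 lowered) and 621 for RA only. The strongest factor was then T14 in 3200, RA in 1047 and T7 in 825, and RA changed 858 genes at day 7 and 1291 at day 14. Limma on quantile-normalized counts gave 1286 unique genes, 1095 for T14, 297 for T7, 310 for RA (150 raised and 160 lowered), 178 for RA only, and T14, RA and T7 as the strongest factor in 975, 238 and 73. It gave 97 RA genes at day 7, 157 at day 14 and 22 with a difference between the days, for which DESeq2 gave 50. With at least 10 counts in every library, 223 genes were associated with RA only, 228 were lowered by RA and 24 genes of Fig. 6 passed. The share of RA genes with a stronger time factor whose RA change was opposite in sign was 72.5%, and it was 63.0% with the threshold of 0.05, 82.4% with limma on quantile-normalized counts and 78.6% in the added fit on 50% of the counts. In that added fit, 605 genes were associated with T7 and T7 was the strongest factor in 152. The variance on PC1 was 35.4% without scaling the genes, 26.7% on quantile-normalized values and 30.8% with edgeR's filter by group, and PC2 held 15.2% without scaling. The cause was not tested for any of these changes. T14 was the strongest factor more often than RA, and RA more often than T7, under each alternative with all 3 factors and in each fit that left out 1 library.

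Across the 15 fits that each left out 1 library, T7 was associated with 655 to 1061 genes, T7 was the strongest factor in 141 to 294, and 51 to 129 genes had an RA change that differed between the days. PC1 held 25.6 to 29.1% and PC2 11.5 to 13.5% of the variance. The number of genes associated with RA was 625 to 838 and that for T14 was 1550 to 2028. Several counts of T7 genes moved more than 1.5 times in at least 1 of these fits, with 37 to 108 genes for T7 alone, 419 to 726 for T7 and T14 without RA, 330 to 524 raised and 325 to 537 lowered at T7, 98 to 187 in cluster e and 43 to 107 in cluster f. So did the genes lowered by RA at day 14, with 181 to 334.

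With the replicate number as a block, 2566 unique genes changed, 2088 for T14, 1083 for T7, 797 for RA (735 of them among the 740 called without it), 374 for RA only, 429 for RA at day 7, 628 at day 14 and 118 with a difference between the days. Deviations of cultures with the same number had a mean correlation of 0.018, and the others −0.009. Deviations from a group mean cancel within the group, so the second value follows from the first and is no separate benchmark. The correlation was small, but the block fit called more genes for every term than the main fit. Whether the numbers pair these cultures of 1 cell line is left open.

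With library size only as the scaling, the median log2 change of all genes was 0.13 at T7 and 0.15 at T14, against 0.02 and 0.05 with TMM, so changes under that scaling are relative to these shifts. All 10 family medians kept their sign under each scaling. The camera test of the tricarboxylic acid cycle had an adjusted p of 0.0633 with an inter-gene correlation of 0.05. For 232 changes of named genes (T7, T14 or RA terms, RA at 1 day, or the difference between the days), 178 passed their threshold, and 147 kept their direction and their side of it under every alternative set beforehand and every fit with 1 library left out. Limma on quantile-normalized counts moved the most, with 61 weaker. The added fit on 50% of the counts gave 21 weaker and 6 stronger changes, and in it the RA change of Rara reversed, from −0.26 to 0.0782 (edgeR adjusted p 0.319 and 0.907). The RA change of Tnnc2 reversed with limma on quantile-normalized counts (−0.0196, against 0.11). For Casq2 with RA (−0.02), the change was 0.0053 with the counts thinned to the smallest library and between −0.076 and 0.0402 across the 15 fits that each left out 1 library, 5 of which were above 0. For Casq1, the RA change at day 7 (0.10) was between −0.1064 and 0.3602 across these fits, below 0 in 1. None of these changes passed its threshold in either direction, and the cause was not tested.

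The split of raised and lowered genes moved with the scaling and with the test. With TMM in edgeR's test, 48.9% of the T14 genes and 49.1% of the T7 genes rose, with library size only 59.1% and 64.4% rose, with relative log expression size factors 49.4% and 48.2%, with limma-voom 45.5% and 42.4%, with limma-trend 54.0% and 59.8%, and with limma on quantile-normalized counts, which changes both, 55.7% and 67.3% rose. Of the genes led by T7, 63.7% rose with TMM in edgeR's test, 79.2% with library size only, 60.2% with relative log expression size factors, 55.1% with limma-voom, 73.8% with limma-trend and 87.7% with limma on quantile-normalized counts. For RA the share stayed between 47.8% and 54.7% across the alternatives with this threshold.

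The depth limits the calls in genes with few counts, as the recovery of 18.5% of changed genes below the median mean count on simulated data shows. Thinning every library to the smallest gave 637 RA genes, of which 615 were among the 740.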

Differences from the paper's values

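A coefficient was counted as different where it had the opposite sign or lay more than 1 SE from the paper's value. For a gene at the floor, a lower bound had to exceed the paper's fold change more than 1.5 times. Of 114 gene coefficients that the paper's text or figures give, 15 differed by this rule from those computed here and 99 did not. The 99 need not be equal to the paper's, above all where the SE is wide or a bound was used. None of the gene counts differed by more than 1.5 times. Limma-trend on log2 CPM, an alternative set before the data were examined, closed the gap in all 15. The fits that leave out 1 library were also set before the data were examined, and those that closed a gap are named separately. A gap is called closed where the value was no longer counted as a difference. Such a value can still lie nearer to the value here than to the paper's.

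For Casq1, the T14 log2 fold change was 3.04 against the paper's 2.4, and the RA change was −1.73 against the paper's −1.1. Limma-trend (2.51 and −1.15), limma on quantile-normalized counts (2.51 and −1.17) and DESeq2 (2.83 and −1.28) closed both gaps, and the fit without T0 replicate 2 closed that at T14 (2.86). At T14 the values of DESeq2 and of that fit were still nearer to 3.04 than to 2.4. The 6 other alternatives set before the data were examined closed neither gap. For Aox1, the T14 change was 4.02 against the paper's 3.4. Limma-trend (3.78) and the fits without T0 replicate 2 (3.73) and without T0 replicate 3 (3.58) closed the gap, and the 8 other alternatives did not. Across all fits that each left out 1 library, the T14 change of Aox1 ranged from 3.58 to 5.87.

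The other paper values were read by eye from figures. In Fig. 5B the paper's values for Tnnt3 are about 4.1 at T7 and about 6.5 at T14, against 4.39 and 6.83 here. In Fig. 6 they are about −1.2 for Sln with RA, against −2.05, about 3.6 for Myl4 at T7, against 4.30, about −1.7 for Myom2 with RA, against −2.06, and about −1.5 for Cd200 at T14, against −2.08. Limma-trend and limma on quantile-normalized counts closed these 6 gaps, and the 7 other alternatives set before the data were examined did not. Of the fits with 1 library left out, that without T0 replicate 2 closed the gap of Tnnt3 at T7 (4.25).

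In Fig. 5E the paper's value for Dhrs3 with RA is about 4.8, read by eye, against 5.22. In Fig. 6 the values are about −1.5 for Ckmt2 with RA, against −2.28, about 5.7 for Myl4 at T14, against 6.52, about −1.7 for Myl4 with RA, against −1.84, about −1.5 for Bard1 at T14, against −1.99, and about −3.9 for Smoc1 at T14, against −4.45. Limma-trend closed these 6 gaps, and the 8 other alternatives set before the data were examined did not. Of the fits with 1 library left out, that without T0 replicate 1 closed the gap of Bard1 (−1.79). The gap of Myl4 with RA was closed without T7-RA replicate 3 (−1.79), T14-RA replicate 2 (−1.78), T14-RA replicate 3 (−1.82), T7+RA replicate 2 (−1.78), T14+RA replicate 1 (−1.81) or T14+RA replicate 3 (−1.74). The fit on 50% of the counts, which was chosen after seeing the values, closed the gaps of Casq1 at T14 (2.68), Tnnt3 at T7 (4.06) and T14 (6.58), Myl4 with RA (−1.81) and Bard1 at T14 (−1.78).

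Several calls that the paper states did not pass the paper's threshold here, and the settings that made them are given with each. The paper calls Tnnc1 raised by RA, and the edgeR adjusted p was 0.00564. It was called with limma-voom (4.95e-06), limma-trend (4.2e-05) and DESeq2 (3.14e-06), without T0 replicate 2 (0.000104) and without T14+RA replicate 3 (0.000292). It was also called with T0 left out (0.000459) and on 50% of the counts (1.99e-06), a pair of settings chosen after seeing the values.

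The paper calls Casq1 lowered by RA, and the edgeR adjusted p was 0.00281. It was called with limma-voom (2.32e-07), without T7-RA replicate 3 (0.000915), without T7+RA replicate 2 (4.85e-05), without T7+RA replicate 3 (2.33e-06), and on 50% of the counts (4.74e-12), the last of which was chosen after seeing the values. The paper calls Aox1 lowered by RA, and the edgeR adjusted p was 0.00126. It was called with library size only as the scaling (0.000987), without T0 replicate 1, 2 or 3 (0.000652, 0.000621 and 0.00055), without T14+RA replicate 3 (0.000715), and with T0 left out (0.000335), the last of which was chosen after seeing the values.

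The paper calls Rdh5 raised by RA, and the edgeR adjusted p was 0.00668, and no setting called it. It calls Rara and Rarg lowered over time, and the adjusted p at T14 was 0.00111 and 0.00474. Rara was called at T14 with edgeR's filter by group (0.000926) and, without T0 replicate 1, at T7 (0.000765) and T14 (0.000414), and no setting called Rarg. Fig. 5A draws Col16a1 as lowered at T14, and the adjusted p was 0.00499, with no setting that called it.

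In Fig. 6, Ppargc1b, Rb1 and Tomm20 are drawn as changed with time, and their lowest unadjusted p-values in edgeR's test were 0.00267, 0.00144 and 0.00148. The paper also gives Smoc1 a minor RA response, and its unadjusted p for RA was 0.00188 in edgeR's test, with no other setting given here. No setting called Ppargc1b at T14. At T14, Rb1 passed an unadjusted p of 0.001 with limma-trend (0.000821), library size only (0.00047), the counts thinned to the smallest library (0.000269), without T7+RA replicate 3 (0.000806) and without T14+RA replicate 2 (0.00093). At T7, Tomm20 passed with library size only (0.00017), at least 10 counts in every library (0.000872), the counts thinned to the smallest library (0.000715), without T0 replicate 1 (0.000546), without T7+RA replicate 1 (0.000734) and without T14+RA replicate 3 (0.000741).

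The paper describes CPT1 as raised during differentiation, and the edgeR adjusted p at T14 was 0.185 for Cpt1a and 0.172 for Cpt1b, with no setting that called either. The T14 term is adjusted for RA, and T14+RA was not tested against T0, so these p-values do not cover differentiation with RA. Mean expression of Cpt1a was higher in T14+RA than in T0 and the other groups. The RA change of Cpt1a was 0.42 (edgeR adjusted p = 0.00271).

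Some settings gave the paper's own number where the number here was another. Limma-trend gave 305 genes associated with RA only, against 353. It also came near the paper's totals, with 2345 unique genes, 1961 for T14, 918 for T7 and 616 for RA. The counts thinned to the smallest library gave 12 genes shared by RA and T7 without T14, against 15. DESeq2 gave 191 shared by RA, T7 and T14, against 235. These 2 matches did not extend to the totals, since thinning gave 2180 unique genes, and DESeq2 gave 2069 unique genes, 1673 for T14 and 796 for T7. For the genes of Fig. 6 with a smaller RA response, limma-voom, limma-trend, DESeq2 and the fits without T7-RA replicate 1 or without T14+RA replicate 1 gave 12, against 14, and so did the fit on 50% of the counts, which was chosen after seeing the values.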

Other observations

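The tests of the spread at T0, of skeletal against cardiac markers, of listed RA targets and of the RA genes shared after thinning were chosen only after the result was seen. The test on transcript length was written before its value was computed but after the number of RA genes was known.

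The number of RA genes was compared with splits in which the +RA and -RA labels of same-numbered cultures were swapped. For the genes associated with RA, those associated with RA only, those led by RA, those raised and those lowered, 1 of the 32 splits, the real split, gave as many genes. The other splits had a median of 0 RA genes and a maximum of 11. For the genes associated with T14, with T7, the unique genes, those led by T14 or T7 and the RA genes at each day, 1 of 4 splits gave as many, which is too few for a share under 0.05. Swapped labels of T0 and T14-RA gave 0 genes for T14 and at most 181 unique genes.

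Several technical explanations for the numbers of RA genes were tested. Thinning each library to 50% of its counts left 76.4% of the RA genes by number, just above the 75% set as the limit, while 527 of the 740 RA genes (71.2%) were called in both, which is below it. Depth therefore remains as an explanation for the limited number of RA genes. The ratio of genes called at day 14 to those called at day 7 was 1.47 after thinning to the smallest library, so the depth of the libraries did not account for it. Across the 11574 genes, which are not independent replicates, the RA log2 fold change had a Spearman rho of −0.0499 with the length of the longest transcript. The signed change cannot show whether length affects which genes are called, since 385 RA genes rose and 355 fell. Transcript length is therefore not decided as an explanation for the number of RA genes.

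RA and time coefficients of opposite sign could arise because the additive model estimates both from shared cultures, with a correlation of −0.38 between the T14 and RA estimates. The comparisons of T14-RA against T0 and of RA at day 7 use different cultures. Both called 118 genes in which the comparison of T14-RA against T0 had the lower p. Of these, 89 (75.4%, exact Clopper-Pearson 95% interval 66.7 to 82.9%) had opposite signs, so this covariance does not account for the pattern. A hypothesis is that RA slows part of the change with time, and a stable counteracting effect was not told apart from it.

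For the 353 genes associated with RA only, the explanation that many have a time effect just under the threshold remains. An unadjusted p under 0.05 for T7 or T14 was found in 52.4% of them, and 137 had an edgeR adjusted p under 0.05.

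The T0 cultures differed more among themselves than the cultures of any other group, with a mean chi-square per gene of 2.72, against 1.21 to 1.75 in the other 4. Library depth was weighed first, since deeper libraries show more of the same spread. T0 ranked 5 of the 5 groups by mean reads per pair of libraries, so depth did not produce the wider spread. With T0 left out, the number of RA genes was 116% of the number with T0 (859 genes, 736 of them shared). No biological explanation of this spread was tested.

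Muscle genes that rose at T14 were compared between lists of skeletal and cardiac markers written before the comparison. Among the markers analysed, 13 of 15 skeletal and 2 of 4 cardiac markers, Tnnt2 and Casq2, rose at an edgeR adjusted p under 0.001 (Fisher's exact test, two-sided p = 0.178), so the lists were not told apart. Over the full lists of 20 and 16 markers the p was 0.00218, but it counts the 5 skeletal and 12 cardiac markers that are not among the 11574 genes analysed here as not raised, and therefore does not test their expression. RA lowered 7 of the skeletal markers.

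A list of 38 RA target genes was also tested, of which 17 were analysed. RA changed 6 of them (35.3%) at an edgeR adjusted p under 0.001, against 6.35% of the other 11557 genes, with changes in either direction counted in both (Fisher's exact test, two-sided p = 0.00045). All 6 were raised, and 3.28% of the other genes were raised. The 6 were Btg2, Pdk4, Tgm2, Nr2f1, Cyp26b1 and Dhrs3, and the paper itself names the last pair.

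A list of 22 cholesterol synthesis genes, which the paper does not report, had a median log2 fold change of 1.27 at T7 (camera adjusted p = 9.42e-36, edgeR model), positive under each scaling, with 18 raised and 0 lowered. Its median RA change was −0.56, with 13 genes lowered. Hmgcs1 at 2q15 rose by 1.86 at T7 and changed by −0.59 with RA.

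The paper measured several calcium handling genes by qPCR, and the RNA-seq counts give values for some of them. Cacna1s rose by 3.11 at T14 (edgeR adjusted p = 2.11e-08) and changed by −0.51 with RA (0.169). Atp2a2 rose by 0.73 at T14 (edgeR adjusted p = 9.45e-09) and changed by 0.21 with RA (0.0318), and Cacna1c changed by 0.39 at T14 (0.0974) and 0.20 with RA (0.394). Ryr2, which the paper measured, is not among the 11574 genes analysed here. Ryr1, a gene of the skeletal marker list that the paper did not measure by qPCR, rose by 6.25 at T14 (edgeR adjusted p = 1.22e-15) and fell by 1.33 with RA (1.01e-07).

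In the deposited annotation 1 of the 11574 genes has a symbol with the form of a calendar date, and it was counted but not named.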
